# Forced Expression of Nanog or Esrrb Preserves the ESC Status in the Absence of *Nucleostemin* Expression

**DOI:** 10.1002/stem.1918

**Published:** 2014-12-18

**Authors:** Miyuki Katano, Masatsugu Ema, Yutaka Nakachi, Yosuke Mizuno, Masataka Hirasaki, Ayumu Suzuki, Atsushi Ueda, Masazumi Nishimoto, Satoru Takahashi, Yasushi Okazaki, Akihiko Okuda

**Keywords:** Embryonic stem cells, Epiblast stem cells, Leukemia inhibitory factor, Pluripotency

## Abstract

Nucleostemin (NS) is a nucleolar GTP-binding protein that is involved in a plethora of functions including ribosomal biogenesis and maintenance of telomere integrity. In addition to its expression in cancerous cells, the *NS* gene is expressed in stem cells including embryonic stem cells (ESCs). Previous knockdown and knockout studies have demonstrated that NS is important to preserve the self-renewality and high expression levels of pluripotency marker genes in ESCs. Here, we found that forced expression of Nanog or Esrrb, but not other pluripotency factors, resulted in the dispensability of *NS* expression in ESCs. However, the detrimental phenotypes of ESCs associated with ablation of *NS* expression were not mitigated by forced expression of Rad51 or a nucleolar localization-defective NS mutant that counteracts the damage associated with loss of *NS* expression in other *NS*-expressing cells such as neural stem/progenitor cells. Thus, our results indicate that *NS* participates in preservation of the viability and integrity of ESCs, which is distinct from that in other *NS*-expressing cells. Stem Cells *2015;33:1089–1101*

## Introduction

Nucleostemin (NS) (also known as GNL3) is a nucleolar GTP-binding protein that is involved in numerous biological functions including ribosome biogenesis, protection against telomere damage, and destabilization of p53 protein [1–5]. Recently, a genome-protecting role of NS has been uncovered in neural stem cells (NSCs) [6] and regenerating hepatocytes [7], in which NS protein recruits Rad51 to foci of DNA damage to facilitate DNA repair. NS was first discovered in NSCs [1] and later in numerous types of stem/progenitor cells and cancer cells. Stem cells are defined by their abilities to produce multiple distinct cell types (multipotency) and self-renew while maintaining their multipotency. However, each stem cell type is usually only able to generate cell types that coexist in certain tissues [8]. For example, NSCs produce only neurons, astrocytes, and oligodendrocytes in the brain, at least in a physiological context [9]. In terms of self-renewality, the durations are different depending on the stem cell type, but it is never permanent. Embryonic stem cells (ESCs) are also categorized as stem cells, although their differentiation potential and self-renewal properties are much greater compared with those of other stem cell types, because they can convert to any cell type in the body, including germ cells, and maintain self-renewality indefinitely [10–12]. NS is also expressed in ESCs, and we have previously demonstrated such expression is essential to preserve cell viability [13]. Another study [4] has shown that *NS* expression is important for rapid transit through G1 phase to sustain the robust proliferation of ESCs and is also crucial to maintain high expression levels of pluripotency marker genes. However, the molecular mechanisms of NS in ESCs remain largely unexplored. Moreover, it is unknown whether *NS* expression is crucial for other pluripotent cells, that is, epiblast stem cells (EpiSCs) [14,15].

Here, we demonstrate that ablation of *NS* expression leads to a substantial decline in the expression levels of pluripotency marker genes and extensive cell death of both EpiSCs and ESCs. However, unlike in NSCs, the effects of *NS* expression ablation are not mitigated by forced expression of Rad51, implying a pluripotent cell-specific function of NS. Our data also demonstrate that the changes associated with *NS* expression ablation in ESCs, but not in EpiSCs, are almost completely rescued by forced expression of either Nanog or Essrb pluripotency factors.

## Materials and Methods

### Cell Culture

Wild-type (CMTI-1) and *NS* tet-off ESCs, in which *NS* gene expression from the *ROSA26* locus can be controlled by the tetracycline-off system [13], were cultured under a feeder-free condition with standard ESC medium containing leukemia inhibitory factor (LIF) and serum [16]. To generate *NS* tet-off EpiSCs, *NS* tet-off ESCs were marked with fluorescent Kusabira Orange (KBO) by stable integration of a KBO expression vector with a puromycin resistance gene [17] and then injected into blastocysts. After transfer to surrogate ICR mice, embryos at ∼6.5 days postcoitum (dpc) were recovered to establish EpiSCs according to Brons et al. [15]. The EpiSCs were cultured on fibronectin-coated dishes with medium containing 20 ng/ml human activin A (338-AC-050) (R&D Systems, Minneapolis, MN, http://www.rndsystems.com) and 12 ng/ml murine basic fibroblast growth factor (450-33) (PeproTech, Rocky Hill, NJ, http://www.peprotech.com) as described by Gillich et al. [18]. To suppress *NS* expression from the *ROSA26* locus in the inducible *NS* tet-off ESCs and EpiSCs, 1 µM doxycycline (Dox) was added to the culture medium.

### TUNEL Assay

For TUNEL assays, cells were plated on gelatin-coated Cell Disks. TUNEL-positive apoptotic cells were detected using an In situ Cell Death Detection kit, Fluorescein (11684795910) (Roche Applied Science, Mannheim, Germany, http://www.roche-applied-science.com).

### Hydroxyurea Treatment

CMTI-1 ESCs were transiently transfected with expression vectors for either wild-type or the ΔB mutant of NS [19] and then treated with 2 mM hydroxyurea (HU) for 20 hours. Subsequently, HU-containing medium was replaced by standard ESC medium and then cultured for 4 hours before subjecting to immunocytochemistry using an antibody against γ-H2A-X. CMTI-1 ESCs transfected with an empty vector were used as a control.

### Microarray Analysis

Biotin-labeled cRNA was synthesized as described by the Affymetrix guidelines. Labeled samples were hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays according to the manufacturer's instructions. Microarray expression data were background subtracted and normalized with the robust multiarray analysis method using statistical software R. Gene ontology (GO) analyses were conducted using DAVID web tools (http://david.abcc.ncifcrf.gov). The selected GO terms were further subjected to analyses using AmiGO1 (http://amigo1.geneontology.org/cgi-bin/amigo/go.cgi) and REVIGO (http://revigo.irb.hr) web sites to eliminate redundancy. For gene set enrichment analysis (GSEA), we used GSEA software v2.0.14.

### Quantitative RT-PCR

Quantitative RT-PCR was conducted with the StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA, http://www.appliedbiosystems.com) using cDNAs generated by reverse transcription. The TaqMan-based reactions quantified the expression levels of *Gapdh*, *Nanog*, *Oct3/4*, *Sox2*, *Sall4*, *Utf1*, *Tbx3*, *Tcl1*, *Esrrb*, *Rex1*, *Klf2*, *Klf4*, *Gata4*, *Gata6*, *T*, *Cdx2*, and *Pax6*. SYBR Green-based reactions were used to quantify the expression levels of *Prdm14* with the following primer set: forward, 5′-GGC CAT ACC AGT GCG TGT A-3′; reverse, 5′-TGC TGT CTG ATG TGT GTT CG-3′. The results were normalized to *Gapdh* expression levels.

### Alkaline Phosphatase Staining

ESCs (2,500 cells) were plated in each well of a gelatin-coated six-well plate and cultured with or without Dox. Then, the cells were stained with an AP staining kit (AP100R-1) (System Biosciences, Inc., Mountain View, CA, http://www.systembio.com).

### Knockdown of NS Expression in Human-Induced Pluripotent Stem Cells

Human-induced pluripotent stem cells (hiPSCs) (SC102A-1) were cultured according to the supplier's instructions (System Biosciences, Inc.). Inhibition of *NS* expression by shRNA-mediated knockdown in hiPSCs was conducted as described previously [20] with the sequence (shNS1) used by Okamoto et al. [21].

### Accession Number

DNA microarray data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE56797.

Materials used in this study, vector constructions, Western blot, and immunostaining methods were provided in Supporting Information Materials and Methods.

## Results

### Decline in the Expression Levels of Pluripotency Marker Genes After Ablation of NS Expression in ESCs

We have previously demonstrated that ablation of *NS* expression leads to extensive cell death of ESCs using inducible *NS* tet-off ESCs in which the *NS* gene was homozygously disrupted, but NS cDNA was introduced into the *ROSA26* locus together with the tetracycline-off system [13]. Furthermore, we demonstrated with that the expression levels of pluripotency markers such as Oct3/4 and UTF1 are not noticeably influenced by the loss of *NS* expression in this ESC line. However, a recent report with knockdown experiments of *NS* expression in ESCs demonstrated that a decline in *NS* expression levels does not provoke a strong apoptotic phenotype, but lowers the expression levels of numerous pluripotency marker genes [4]. We considered that these apparent discrepancies may be attributed to a difference in the levels of residual *NS* expression in *NS*-knockout and -knockdown ESCs, resulting in a milder phenotype in *NS*-knockdown ESCs with respect to cell viability. In terms of pluripotency marker gene expression, we assumed that the extensive cell death phenotype of *NS*-knockout ESCs had prevented us from correctly quantifying the expression levels of pluripotency marker genes. To address the latter possibility, we first examined Oct3/4 expression in *NS*-knockout ESCs by immunocytochemical analyses. Although our previous Western blot and mRNA quantification analyses did not indicate a decline in Oct3/4 expression after Dox administration [13], immunocytochemistry showed some differences in Dox-untreated (*NS* expressing) and -treated (*NS* nonexpressing) *NS* tet-off ESCs. Indeed, cells with a low intensity of Oct3/4 immunostaining were apparent among Dox-treated *NS* tet-off ESCs. However, most of them were not completely negative, but retained at least certain signal for Oct3/4. Therefore, the proportion of completely negative cells for Oct3/4 was similar between Dox-treated and -untreated *NS* tet-off ESCs. These results were in marked contrast to the results obtained with Dox-untreated *NS* tet-off ESCs that showed homogeneous Oct3/4 signals (Fig. 1A). We also performed immunocytochemical analyses of Esrrb. Consistent with previous reports [22–24], Esrrb expression was heterogeneous among ESCs with only approximately 60% of ESCs positive for Esrrb even among Dox-untreated *NS* tet-off ESCs (Fig. 1A). However, the proportion of cells negative for Esrrb became much more prominent following Dox treatment, implying that the overall expression level of Esrrb was also decreased upon *NS* expression ablation. Furthermore, analyses of the expression of Nanog, which is also a pluripotency marker with rather heterogeneous expression in ESCs [23], revealed that the proportion of Nanog-negative cells was increased significantly after ablation of *NS* expression in ESCs (Supporting Information Fig. S1).

**Figure 1:**
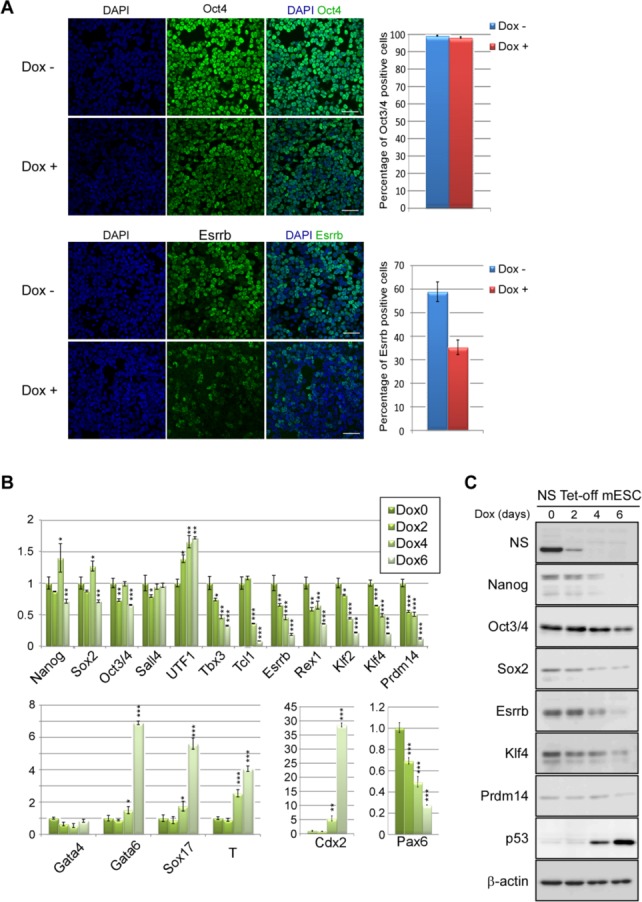
Most pluripotency marker genes undergo a decline in expression after ablation of *NS* expression in ESCs. (A): Immunocytochemical analyses of Oct3/4 and Esrrb in Dox-untreated and -treated *NS* tet-off ESCs. *NS* tet-off ESCs were cultured on cell disks in the absence or presence of Dox for 5 days before immunocytochemistry. The ratio of Oct3/4- or Esrrb-positive cells among DAPI-positive cells is shown as the mean ± SD (*n* = 3). Scale bar = 50 µm. (B): Quantitative RT-PCR analyses of pluripotency and differentiation marker expression. Data are the mean ± SD (*n* = 3). Each value from Dox-untreated *NS* tet-off ESCs is set to one. *, *p* < .05; **, *p* < .01; and ***, *p* < .001. (C): Western blot analyses of pluripotency marker and p53 proteins. *NS* tet-off ESCs were treated with Dox and recovered at the indicated days. Abbreviations: ESC, embryonic stem cell; NS, nucleostemin.

Because our immunocytochemical analyses indicated downregulation of the expression of Oct3/4, Esrrb, and Nanog, we determined whether other pluripotency marker genes underwent downregulation upon Dox-mediated ablation of *NS* expression in ESCs. Quantitative RT-PCR analyses demonstrated that most of the examined pluripotency marker genes underwent significant downregulation of expression. However, some pluripotency marker genes such as *Oct3/4*, *Sox2*, and *Sall4* were not significantly influenced by the loss of *NS* expression. The *UTF1* expression level was even elevated in *NS*-null ESCs (Fig. 1B). Thus, these findings partly account for the previous discrepancy in the decline of pluripotency marker gene expression in Dox-treated *NS* tet-off ESCs [13]. Differential effects of *NS* expression ablation on gene expression among pluripotency markers were also consistent with a previous report [4]. Western blot analyses also showed decreases in the expression of all the pluripotency marker proteins, particularly Nanog, Esrrb, and Klf4, upon Dox-mediated loss of *NS* expression (Fig. 1C). Again, the decline in the expression level of Oct3/4 was not very obvious compared with that of other pluripotency markers such as Nanog and Esrrb. Thus, our data indicate that pluripotency marker genes can be categorized into two groups according to rapid or gradual declines in their expression levels (first and second groups, respectively). Therefore, a reduction in the expression levels of second group genes such as Oct3/4 may be due to a secondary effect of the reduction in the expression levels of first group genes such as Klf4 and Esrrb. Consistent with this notion, we observed a strong rescue effect by forced expression of certain first group genes (see below). With respect to the expression of differentiation marker genes, we noted induction of T (Brachyury) expression, implying initiation of mesodermal induction. However, there was no elevation in the expression levels of ectodermal (Pax6) or endodermal (Gata4) marker genes, while Gata6 and Sox17, other endodermal markers, showed increases in their expression levels upon loss of NS expression in ESCs. Unexpectedly, we found the trophectodermal marker gene Cdx2 underwent a profound increase in expression (Fig. 1B), although ESCs do not intrinsically have the ability to differentiate into the trophectodermal cell lineage. However, we do not know the reason for the abnormal expression pattern of the differentiation marker genes, especially the strong induction of Cdx2 in Dox-treated *NS* tet-off ESCs.

### Decline in the Phosphorylation Level of Stat3 in NS tet-off ESCs

To understand the molecular basis of the extensive cell death and decline in the expression levels of pluripotency genes, we explored methods to sustain the ESC status in the absence of *NS* gene expression. Pluripotency marker genes including *Klf4* and *Esrrb* show higher expression in ESCs than that in EpiSCs [25]. Furthermore, these pluripotency genes were more predominantly downregulated by *NS* expression ablation than other genes (*Oct3/4* and *UTF1*) showing apparently equivalent expression levels (Fig. 1B). Therefore, we examined the possibility that the LIF-Stat3 signaling cascade was impaired in *NS* tet-off ESCs, because ESCs, but not EpiSCs, are crucially dependent on this signaling cascade. Figure 2A shows that, although the total amount of Stat3 did not change, the amount of phosphorylated (active) Stat3 was decreased significantly upon loss of *NS* expression in ESCs. We also noted that the amount of phosphorylated Akt, which cooperatively participates with Stat3 to maintain ESC pluripotency [26,27], was also decreased in *NS* tet-off ESCs, although the decrease was less significant compared with that of phosphorylated Stat3. However, phosphorylation levels of Erk1/2 and GSK3β were unchanged by *NS* expression ablation. These results prompted us to examine the effect of forced expression of the constitutively active form of Stat3 [28] and Akt on *NS* tet-off ESCs. These analyses revealed that both constitutively active Stat3 and Akt yielded some alkaline phosphatase-positive viable colonies (Fig. 2B), although most of the cells underwent cell death in both cases. However, both Stat3- and Akt-dependent colonies showed extremely slow cell proliferation (refer Fig. 3C for Stat3; data not shown for Akt) and substantial cell death occurred during each passage. Therefore, we could not maintain either Stat3- or Akt-dependent colonies cells over several passages. The dependency of ESCs on LIF-Stat3 signaling is much weaker in ESCs under the 2i plus LIF condition compared with that in the conventional LIF and serum condition [29,30]. Moreover, previous knockdown studies have demonstrated that the decline in the expression levels of pluripotency marker genes is much less significant when *NS* expression in ESCs is knocked down under the 2i plus LIF condition [4]. Therefore, we examined the effect of *NS* knockout in ESCs under the 2i plus LIF condition. Similar to forced expression of constitutively active Stat3, we observed some alkaline phosphatase-positive viable cells (Fig. 2B), although the vast majority of *NS* tet-off ESCs underwent cell death. We assumed that the less potent effect of the 2i plus LIF condition on *NS*-knockout ESCs compared with that in *NS*-knockdown ESCs [4] was again attributed to the difference in residual *NS* expression levels in *NS*-knockout and -knockdown ESCs. Because we obtained a partial rescue effect by Stat3, Akt, or the 2i condition, we next examined the effect of the combination of all three components. The results revealed that the rescue effect was more significant when these components were applied in combination compared with the individual components in terms of both the number and size of the rescued alkaline phosphatase (AP)-positive colonies (Fig. 2B).

**Figure 2:**
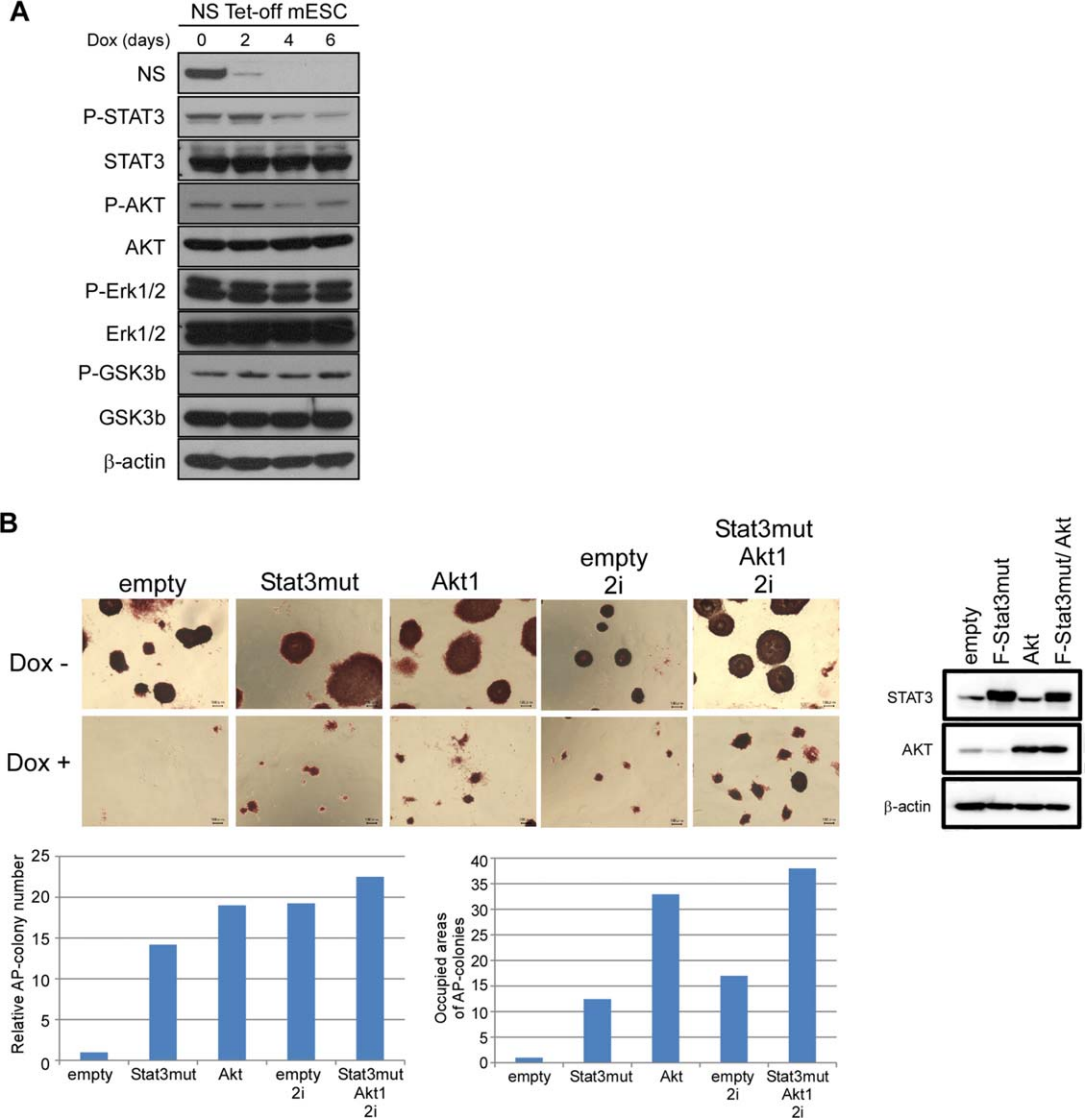
Incomplete counteraction of *NS* expression ablation-mediated detrimental phenotypes of ESCs by constitutive activation of Stat3 Akt or exposure to the 2i condition. (A): Western blot analyses to examine the phosphorylation levels of signal transduction kinases that are related to ESC pluripotency. *NS* tet-off ESCs were treated with Dox and then protein extracts were prepared at the indicated days. (B): Partial rescue of *NS* tet-off ESCs by either constitutively active Stat3, Akt, or exposure to the 2i condition. Upper right panel shows a Western blot for confirmation of the exogenously overexpressed Stat3 mutant and Akt. The combinatorial effect was also examined for all three components. Lower left and right bar graphs show the relative number of AP-positive colonies and the total occupied area of all rescued colonies, respectively, in which data from Dox-treated *NS* tet-off ESCs are set to 1 in both cases. *NS* tet-off ESCs and those overexpressing constitutively active Stat3 and/or Akt were treated as indicated for 6 days, and then subjected to AP staining. Scale bar = 100 µm. Abbreviations: ESC, embryonic stem cell; NS, nucleostemin.

**Figure 3:**
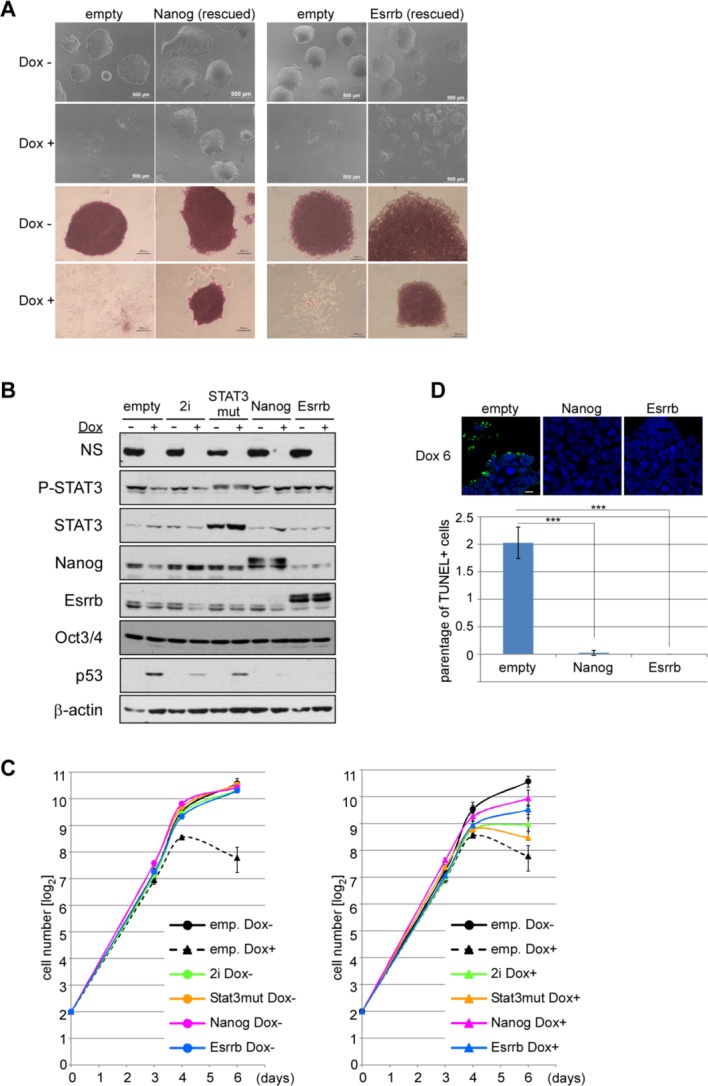
Strong rescue effects by forced expression of Nanog or Esrrb in *NS* tet-off embryonic stem cells (ESCs). (A): Forced expression of Nanog or Esrrb allowed self-renew for a prolonged period even after ablation of *NS* expression in ESCs. After stable integration of expression vectors for Nanog or Esrrb with puromycin selection, the cells were cultured in the presence or absence of Dox with standard ESC medium. After 6 days, the cells were examined under a conventional bright field microscope and then subjected to alkaline phosphatase staining. Scale bar = 500 µm (upper panel); 100 µm (lower panel). (B): Western blot analyses of cells that were partially rescued by exposure to the 2i condition or with constitutively active Stat3 and those rescued by forced expression of Nanog or Esrrb. The cells were cultured in the presence or absence of Dox for 6 days. (C): Growth curves of *NS* tet-off ESCs overexpressing either constitutively active Stat3, Nanog, or Esrrb, or exposed to the 2i condition. *NS* tet-off ESCs transfected with an empty vector were used as controls. Cell numbers were counted at the indicated days, divided by 1 × 10^4^, and then plotted on the semilogarithmic graph. The number of cells at day 0 was 4 × 10^4^. Data from Dox-untreated and -treated cells are plotted in the left and right panels, respectively. (D): TUNEL assay of Nanog- or Esrrb-overexpressing *NS* tet-off ESCs. The cells were cultured in the presence of Dox for 6 days. The ratio of TUNEL-positive cells to DAPI-positive cells is shown with the SD. ***, *p* < .001. Scale bar = 10 µm. Abbreviation: NS, nucleostemin.

### NS Expression Becomes Dispensable by Forced Expression of Nanog or Esrrb in ESCs

Next, we examined whether forced expression of pluripotency marker genes shows rescue effects in *NS* tet-off ESCs, because a decline in the expression of pluripotency marker genes is one of the prominent features of these cells. Although most of the pluripotency factors did not exert any noticeable effects on the viability of *NS* tet-off ESCs (Supporting Information Fig. S2), forced expression of Nanog or Esrrb produced a number of viable and alkaline phosphatase-positive colonies (Fig. 3A). These effects were much more prominent even when compared with those obtained by simultaneous expression of Stat3 and Akt in the 2i condition. Indeed, the numbers of viable colonies were similar for Dox-treated and -untreated *NS* tet-off ESCs that had been rescued by *Nanog* or *Esrrb* expression. These rescued *NS* tet-off ESCs could be passaged and expanded without affecting their viability or the undifferentiated morphology of the colonies. Western blot analyses revealed that, unlike *NS* tet-off ESCs transfected with the empty vector, both *Nanog*- and *Esrrb*-overexpressing *NS* tet-off ESCs showed no alteration in the phosphorylation level of Stat3 after Dox-mediated ablation of *NS* expression (Fig. 3B). We also noted that the level of p53 protein was rescued by these pluripotency factors. Indeed, although obvious accumulation of p53 protein is a prominent feature of Dox-treated *NS* tet-off ESCs [1,13], p53 protein accumulation was noticeably attenuated by forced expression of constitutively active Stat3 or exposure to the 2i condition. More importantly, such accumulation became not evident by either *Nanog*- or *Esrrb*-overexpression in Dox-treated *NS* tet-off ESCs (Fig. 3B). Differences in the degrees of rescue by forced expression of either Nanog or Esrrb compared with those obtained by constitutively active Stat3 or exposure to the 2i condition were also evident for the cell proliferation rate. However, the Nanog- or Esrrb-rescued cells did not proliferate as quickly as Dox-untreated *NS* tet-off ESCs (Fig. 3C). We also confirmed that the frequency of TUNEL-positive cells with *NS* expression ablation was almost completely rescued or obviously suppressed by forced expression of Esrrb or Nanog, respectively (Fig. 3D).

### Effects of Forced Expression of Nanog and Esrrb on the Global Expression Profile of NS Expression-Ablated ESCs

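NS, encoded by Gnl3, is expressed in NS tet-off ESCs from a transgene that doxycycline (Dox) shuts off. On the Dox-untreated arrays the log2 signal of Gnl3 was 13.47 in cells with an empty vector, 13.54 in the 2i condition, 13.68 in Nanog-overexpressing cells and 13.61 in Esrrb-overexpressing cells. After 6 days of Dox it was 7.79, 8.01, 9.13 and 8.61, so that 1.95%, 2.17%, 4.25% and 3.13% of the signal was left. Gnl3 fell by 5.19 on the log2 scale over the 4 backgrounds (standard error 0.191, lower in 4 of 4 pairs, adjusted p = 0.00278 from limma). The data are 8 arrays with 1 array per condition, a Dox-untreated and a Dox-treated array for each of these 4 backgrounds, here called the empty vector, 2i, Nanog and Esrrb pair. The pair with constitutively active Stat3 is not analysed here. The methods give the Dox concentration as 1 µM and the supplement as 1 µg/ml, and the 2i condition holds 3 µM CHIR99021, an inhibitor of GSK-3, and 1 µM PD0325901, an inhibitor of MEK. Genes that MEK and Erk signalling induces, such as Dusp6, check the 2i labels. The signal of Dusp6 was 10.97 on the empty vector and 10.95 on the 2i Dox-untreated array, and 11.40 and 7.64 on the Dox-treated arrays. For Spry4, another such gene, the Dox-untreated values were 10.17 and 9.92 and the Dox-treated values 9.17 and 4.07. The 2i Dox-treated array thus passed this check and the 2i Dox-untreated array did not. Wnt and beta-catenin target genes gave no clear check of the GSK-3 inhibitor. Their median in the 2i minus the empty vector array was -0.07 on the Dox-untreated and 0.29 on the Dox-treated arrays. The 2i and empty vector Dox-untreated arrays also had the highest correlation of any 2 arrays, r = 0.99495. Both 2i arrays are named here by their labels. Whether MEK or GSK-3 was inhibited in the cells of the 2i Dox-untreated array is open. RNA was hybridized to Affymetrix GeneChip mouse genome arrays, and the authors subtracted the background and normalized the arrays together with the robust multiarray analysis (RMA), which includes quantile normalization. The log base is not stated and was read as 2 from the values, which run from 1.82 to 14.6 over 45101 probe sets, with array medians from 5.31 to 5.36. Of the probe sets, 34958 carry 1 gene symbol, 932 several and 9211 are unnamed here. Each of 18194 genes was represented by its probe set with the highest mean over the 8 arrays, a choice that matters where the probe sets of a gene differ. The log2 ratio of a pair is the Dox-treated minus the Dox-untreated value. No condition has a replicate, so a difference within a pair has no replicate check and the number of arrays limits the precision. Tests of single genes were therefore run only across backgrounds with limma, either for the Dox response common to the 4 pairs or for the difference between the Dox response of the Nanog and Esrrb pairs and that of the empty vector and 2i pairs. Gene lists were fixed before the data were examined. By then values of these arrays for some pluripotency and differentiation genes had been seen in Fig. 4D. Some lists stand near terms that the paper found enriched on these same arrays, for development, lipid catabolism, cell cycle and MHC class I. The camera test of limma set each list against all other genes. With 1 pair left out, the test of the common response called 3 to 35 genes rather than 1287. Gnl3 passed each time. Of the other genes said here to have risen or fallen after Dox, none passed in more than 1 of those 4 fits. Those fits hold 6 arrays rather than 8. Genes at an unadjusted p under 0.05 from limma numbered 3942 to 4212 in them, against 4983 with all pairs. A call that ended there may therefore reflect fewer arrays as well as dependence on 1 pair. No list passed in either comparison when the correlation between its genes was estimated rather than preset. For the p53 target genes in the second comparison the estimate was -0.024, below the preset 0.01. Their adjusted p from camera still went from 3.02e-21 to 0.226. Other lists had higher estimates, such as the cell cycle genes with 0.298. The loss of calls with this setting therefore does not by itself show that correlation between genes made them.

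**Figure D1:**
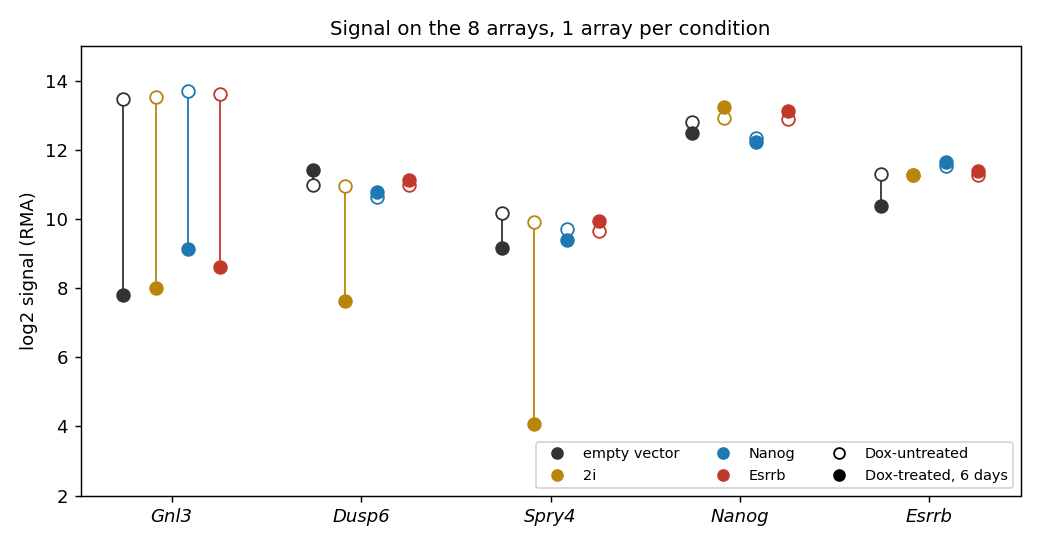
Log2 signal (vertical axis) of Gnl3, Dusp6, Spry4, Nanog and Esrrb on the 8 arrays, with open circles for Dox-untreated and filled circles for Dox-treated cells, coloured by background. Gnl3 is lower on every Dox-treated array, while Dusp6 and Spry4 stand lowest on the 2i Dox-treated array.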

To systematically quantify the similarity in the overall gene expression profiles of *Nanog*- or *Esrrb*-rescued *NS* tet-off ESCs and Dox-untreated *NS* tet-off ESCs, we performed DNA microarray analyses and used the obtained data for cluster analyses. Data from 10 samples were clustered into two main groups in which one group mainly consisted of Dox-untreated *NS* tet-off ESCs, while three types of Dox-treated *NS* tet-off ESCs (Stat3mut, 2i, and empty) belonged to the other group. However, we noted that *Nanog*- and *Esrrb*-rescued Dox-treated *NS* tet-off ESCs showed extremely similar expression patterns. They were clearly segregated from the group of Dox-treated *NS* tet off ESCs, but belonged to the first group mainly including Dox-untreated *NS* tet-off ESCs. This result provided additional evidence that the forced expression of Nanog or Esrrb had counteracted *NS* expression ablation-mediated disruption of ESC pluripotency (Fig. 4A). 

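On the 8 arrays analysed here, the Dox-treated empty vector and 2i arrays formed a group apart from the 4 Dox-untreated arrays and the Dox-treated Nanog and Esrrb arrays. The keratin genes Krt18 and Krt19, markers of trophoblast and other epithelia, follow this division. The signal of Krt18 was 11.89 and 10.22 on the Dox-treated empty vector and 2i arrays, against 8.10 and 8.10 on the Dox-treated Nanog and Esrrb arrays and at most 8.54 on a Dox-untreated array. Krt19 stood at 11.39 and 9.98 on the Dox-treated empty vector and 2i arrays, against 8.00 and 7.05 on the Dox-treated Nanog and Esrrb arrays and at most 7.08 on a Dox-untreated array. The arrays were clustered by average linkage on 1 minus the Pearson correlation over all probe sets, which are not independent. The division recurred in 1000 of 1000 resamplings of the probe sets, which vary the probe sets and not the cells.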

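AF067061 and Gm20767 had the highest log2 ratios of all genes in both the Nanog and the Esrrb pair. AF067061 had a log2 ratio of 2.97 in the Nanog pair and 4.25 in the Esrrb pair, and Gm20767 of 2.92 and 4.34. Among the lowest, B4galnt2, a glycosyltransferase gene, had -2.86 and -2.84, although other probe sets of B4galnt2 stood at up to 0.23 and -0.15. Some genes parted the pairs: Taf7l, a germ cell gene, had -2.48 and -1.54, and the endocytic receptor gene Cubn -0.32 and -2.58. The Cubn ratios start from different levels. Cubn is among 10 of 19 endoderm markers over 2-fold higher on the Esrrb than on the empty vector Dox-untreated array. On the Nanog Dox-untreated array 0 of them were. Over all probe sets the Dox-treated Nanog and Esrrb arrays correlated at r = 0.99196, just below the range of 0.99213 to 0.99495 among the Dox-untreated arrays. The log2 ratios of the Nanog and Esrrb pairs correlated at r = 0.636 across genes, and those of the empty vector pair with the Nanog and Esrrb pairs at 0.529 and 0.489. Genes are not independent replicates, and the pairs share no array.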

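Of genes tied to the ESC state, Klf2 and Tcl1 stood on the Dox-treated Nanog and Esrrb arrays close to their Dox-untreated level. The signal of Klf2 was 12.48 on the Dox-untreated and 10.32 on the Dox-treated empty vector array, and 11.81 and 12.04 on the Dox-treated Nanog and Esrrb arrays. Tcl1 stood at 11.56 and 8.29 on the empty vector arrays, and at 11.17 and 11.32 on the Dox-treated Nanog and Esrrb arrays. Not all did so: of the 31 pluripotency genes, Nr0b1 and Lin28a were over 2-fold lower in the Nanog pair, with log2 ratios of -1.08 and -1.10, and 0 in the Esrrb pair, and Lin28a was named after its values were seen. The Dox-treated Nanog and Esrrb arrays correlated on average at 0.988 with the 4 Dox-untreated arrays and at 0.984 with the Dox-treated empty vector and 2i arrays. The difference of 0.00487 ranged from 0.00430 to 0.00548 over the resamplings. From the place of the Nanog- and Esrrb-rescued cells in the group of Dox-untreated cells, the paper reasons that forced expression of Nanog or Esrrb counteracted the disruption of pluripotency by ablation of NS expression.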

MA (log ratios/mean average) plots comparing gene expression profiles (Fig. 4B) provided data consistent with this notion. 

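After 6 days of Dox, 976 genes were over 2-fold higher and 701 over 2-fold lower in the empty vector pair. Those at the top included Sbsn, a gene of stratified epithelia, with a log2 ratio of 5.49, the transcription factor gene Ets1 with 4.94 and Fgfbp1, which encodes a carrier of fibroblast growth factors, with 4.92. Apart from Gnl3, the lowest included Acss1 with -4.52, Trpm1 with -3.46 and Hexa, a lysosomal enzyme gene, with -3.45. In the 2i pair 875 genes were over 2-fold higher and 564 over 2-fold lower. There Sbsn had 3.44, Ets1 1.67, Fgfbp1 1.89 and Hexa -1.07, while Trpm1 was higher with 1.11. The highest in the 2i pair were Krtdap with 5.85 and Vnn1 with 5.55, and the lowest was Spry4 with -5.85. Spry4 belongs to 20 genes of MEK and Erk feedback, whose median log2 ratio was -0.43 in the 2i pair and 0.29 in the empty vector pair; another probe set of Spry4 stood at -0.60 in the 2i pair. The SD of the log2 ratio over all probe sets was 0.56 in the empty vector pair and 0.53 in the 2i pair, and the log2 ratios of the pairs correlated at r = 0.656 across genes, with a slope of 0.617. Other probe sets of Sbsn stood down to 2.59, of Acss1 up to 0.20, of Trpm1 at up to -0.04 and of Ets1 down to 0.91 in the empty vector pair.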

The expression profile of *NS* tet-off ESCs was greatly altered upon ablation of *NS* expression with Dox and neither constitutively active Stat3 nor exposure to the 2i condition were able to alleviate this change significantly. However, forced expression of Nanog or Esrrb made *NS* tet-off ESCs rather refractory against this *NS* expression ablation-mediated change of their global expression profile. 

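In the Nanog pair 206 genes were over 2-fold higher and 213 over 2-fold lower after Dox, and in the Esrrb pair 193 and 176. Gnl3 had the lowest log2 ratio in both pairs. The response to Dox was lower in the Nanog and Esrrb pairs than in the empty vector and 2i pairs for 15 of 18194 genes at an adjusted p under 0.05 from limma, among them Jun, a transcription factor gene of the AP-1 complex, and Dmkn, a gene of the epidermis. For Jun the difference in log2 ratio was -2.46 (standard error 0.193, adjusted p = 0.0470 from limma, lower in both pairs than in either of the others), with 2.71 in the empty vector, 2.43 in the 2i, 0.14 in the Nanog and 0.08 in the Esrrb pair. For Dmkn it was -4.16 (standard error 0.216, adjusted p = 0.0470 from the same test). The stress response gene Atf5, also among the 15, differed in another way, with -0.19 in the empty vector and 0.10 in the 2i pair and -2.26 and -2.02 in the Nanog and Esrrb pairs. Over all probe sets the SD of the log2 ratio was 0.37 in the Nanog pair and 0.35 in the Esrrb pair. For comparison, Dox-untreated arrays differed from the empty vector Dox-untreated array with an SD of 0.276 in Nanog-overexpressing and 0.336 in Esrrb-overexpressing cells. The test compares 2 pairs with 2 at 2 residual degrees of freedom, and 2874 genes had an unadjusted p under 0.05. With any 1 pair left out, 1 pair stands alone on 1 side, and the spread comes only from the other side. Such fits cannot show how far the 15 calls depend on 1 pair. The same holds for those of this difference given below. With all pairs the number of genes called was 0 with the filter on dim probe sets, where the smallest adjusted p was 0.0558. It was 1 (Dmkn) with the mean of a gene's probe sets, 1 (Dmkn) without a trend and 77, of them 20 higher, with each array centred.

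**Figure D2:**
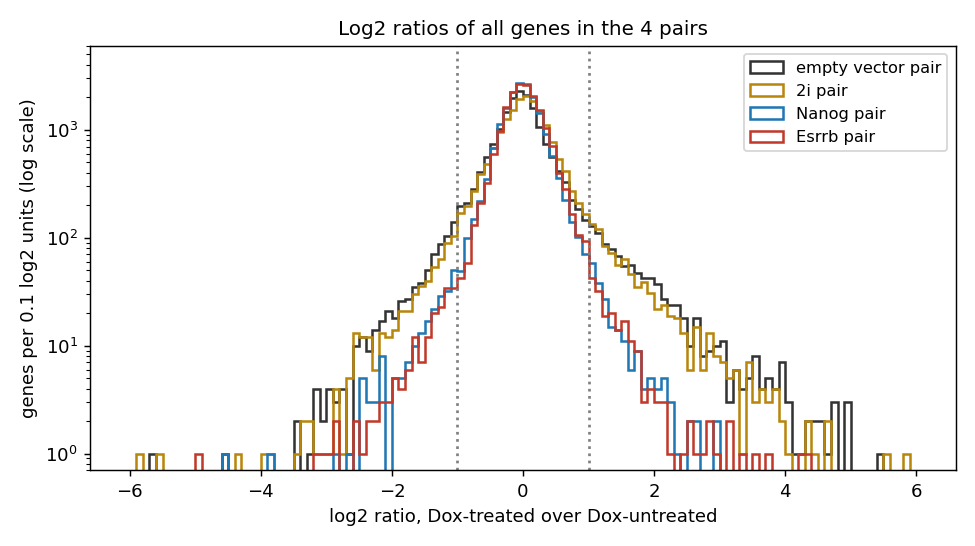
Number of genes (vertical axis, log scale) by log2 ratio of Dox-treated over Dox-untreated signal (horizontal axis, in bins of 0.1) in the empty vector, 2i, Nanog and Esrrb pairs, with dotted lines at 2-fold. The tails beyond 2-fold hold 1677 genes in the empty vector, 1439 in the 2i, 419 in the Nanog and 369 in the Esrrb pair.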

The ESC status is preserved by exquisite interplay of three transcription subnetworks termed Core, Myc, and PRC modules [31]. 

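The gene sets of the published modules were not used here, and lists of 31 pluripotency genes, 41 genes of ribosome biogenesis and Myc targets, and 53 developmental regulators bound by Polycomb in ESCs stand in for them. In the empty vector pair 23 of the 31 pluripotency genes were lower after Dox, 7 of them over 2-fold, and the median log2 ratio was -0.50. In the 2i pair 20 were lower, with a median of -0.23, and 5 of them over 2-fold: Tcl1, Nr0b1, Utf1, Lin28a and Eras; Dppa3, named after its values were seen, and Fbxo15 were over 2-fold higher there. Of the Polycomb targets, 12 were over 2-fold higher in the empty vector pair and 11 in the 2i pair. Among them in both pairs were the limb regulator Tbx4, with 3.73 and 4.00, and the homeobox gene Irx3, with 1.79 and 1.43. Wnt5a, with 3.06 and 0.63, was among them only in the empty vector pair, where another probe set of it stood at 0.45. The median of the Polycomb targets was 0.10 and 0.24. The ribosome biogenesis and Myc targets had medians of -0.06 and -0.09. Of them, Cad, an enzyme gene of pyrimidine synthesis, was higher by 1.24 and 1.43, with another probe set at 0.19 in the empty vector pair, while Myc itself had 0.26 in the empty vector and -2.07 in the 2i pair. Each median was set beside 10000 random lists of the same size matched on mean expression, as a description of these arrays. The pluripotency median lay below all of them in the empty vector pair and above 0.985% of them in the 2i pair, the Polycomb median above 99.7% in either pair, and the ribosome biogenesis and Myc median above 55.2% and 30.2%.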

Our analyses of the DNA microarray data revealed that these three subnetworks were significantly unbalanced in Dox-treated *NS* tet-off ESCs, and neither expression of constitutively active Stat3 mutant nor exposure to the 2i plus LIF condition appreciably attenuated this unbalance. However, we found that these subnetworks were fairly normalized in both Nanog- and Esrrb-rescued *NS* tet-off ESCs (Fig. 4C). In addition, we used the microarray data to examine the expression levels of individual genes related to pluripotency and cellular differentiation. 

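In the Nanog and Esrrb pairs the same 31 pluripotency genes had median log2 ratios of -0.02 and 0.10, with 2 genes over 2-fold lower in the Nanog pair, Nr0b1 and Lin28a, and 0 in the Esrrb pair. The Polycomb targets had medians of -0.09 and -0.13, with 1 gene over 2-fold higher in each, Tbx4 in the Nanog and Wnt5a in the Esrrb pair. Over 2-fold lower were 0 Polycomb targets in the Nanog and 1 in the Esrrb pair. Tbx4 stood at 1.12 and 0.58, and Irx3 at -0.24 and -0.04. The ribosome biogenesis and Myc targets had medians of 0.04 and 0.02, with Cad at 0.92 and 0.51. Set beside random lists matched on mean expression, the pluripotency median lay above 52.1% of them in the Nanog and 97.7% in the Esrrb pair. The Polycomb median lay above 3.3% and 0.22%, and the ribosome biogenesis and Myc median above 91.0% and 63.6%. Against all other genes, the Dox response of the pluripotency genes was shifted upwards in the Nanog and Esrrb pairs compared with the empty vector and 2i pairs (limma camera, adjusted p = 9.24e-07, and adjusted p = 0.356 with an estimated correlation). That of the Polycomb targets was shifted downwards (adjusted p = 7.23e-08 from camera, and adjusted p = 0.280 with an estimated correlation), and the ribosome biogenesis and Myc targets did not pass the test (adjusted p = 0.0685 from camera). No single gene of the 3 lists passed limma's test of this difference when adjusted over all genes. When adjusted over the list alone, 7 pluripotency genes and 9 Polycomb targets passed, and 0 of the ribosome biogenesis and Myc targets. Fits with 1 pair left out cannot show how far these numbers depend on 1 pair. Lin28a and Eras were named after their values were seen.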

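Of 28 trophoblast markers, 13 were over 2-fold higher and 0 over 2-fold lower after Dox in the empty vector pair, with a median log2 ratio of 0.78, above all 10000 random lists. The keratin genes Krt19, Krt18 and Krt8 led the list, with 4.96, 4.42 and 3.85; keratins are also made by other epithelia. Of trophoblast transcription factor genes, Ascl2 was higher by 2.70, Gata3 by 1.95, Eomes by 1.1 and Cdx2 by 1.07, while Elf5 had 0.03 and Hand1 0.54. Of pluripotency genes, Tcl1 had -3.27, Nr0b1 -2.30, Klf2 -2.16, Prdm14 -1.81, Tbx3 -1.27 and Klf4 -1.23. Esrrb stood at -0.93, Pou5f1 (Oct4) at -0.44, Nanog at -0.32 and Sox2 at 0.09. Across the 4 backgrounds none of the 28 trophoblast markers passed limma's test of a common Dox response, neither adjusted over all genes nor adjusted over the list alone. As a list the trophoblast markers were shifted upwards in this response (limma camera, adjusted p = 0.00113, and adjusted p = 0.753 with an estimated correlation). Nr0b1 fell by 1.56 (standard error 0.318, lower in 4 of 4 pairs, adjusted p = 0.0455 from limma) and Sall4 fell by 0.40 (standard error 0.0826, lower in 4 of 4 pairs, adjusted p = 0.0460 from limma). Of the same list Mybl2 and Lin28a fell as well (adjusted p = 0.0397 and 0.0437 from limma), while Gdf3 rose by 0.44 (standard error 0.0802, higher in 4 of 4 pairs, adjusted p = 0.0385 from limma). None of these 5 passed with any 1 pair left out, and Mybl2, Lin28a and Gdf3 were named after their values were seen. Other probe sets stood at -0.022 for Gdf3, at 0.43 for Cdx2 and at up to 0.03 for Tbx3.

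**Figure D3:**
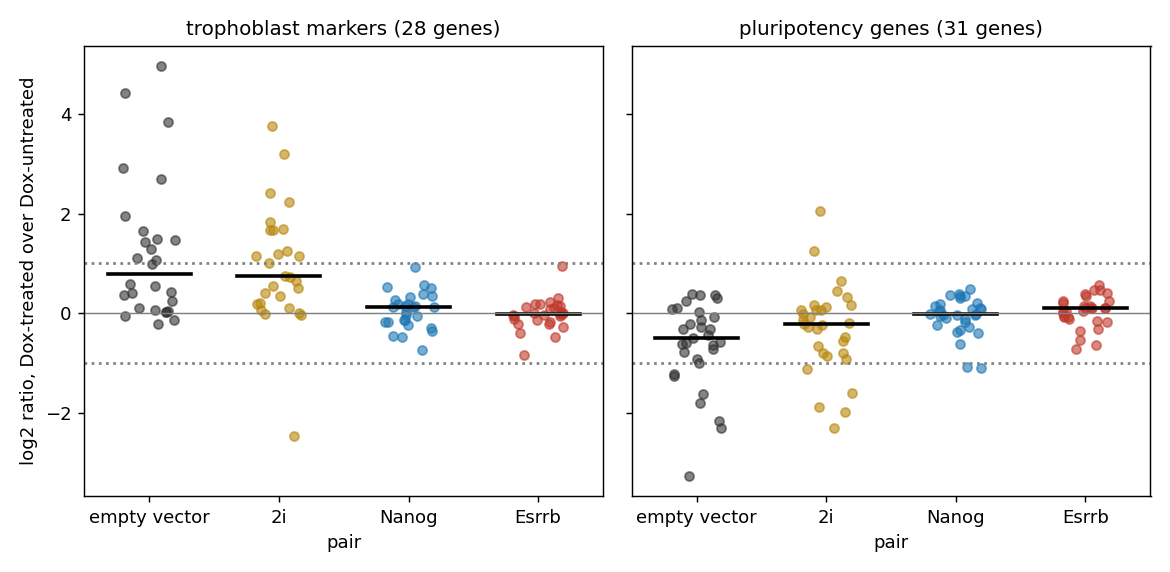
Log2 ratio of Dox-treated over Dox-untreated signal (vertical axis) of each of the 28 trophoblast markers and 31 pluripotency genes in the 4 pairs (horizontal axis), with black lines at the medians and dotted lines at 2-fold. In the empty vector pair 13 trophoblast markers lie above the upper dotted line and 7 pluripotency genes below the lower.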

We found that trophoblast marker genes and pluripotency genes were significantly upregulated and downregulated, respectively (Fig. 4D). 

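Of 23 mesoderm and mesendoderm markers, 4 were over 2-fold higher in the empty vector pair after Dox: Lhx1 with a log2 ratio of 2.07, Wnt3 with 1.48, Snai2 with 1.38 and Nodal with 1.07. Lefty2, an antagonist of Nodal signalling, was over 2-fold lower, with -1.38. Gsc stood at 0.04, Mixl1 at -0.31, Mesp1 at -0.31 and Cer1 at -0.32; T is unnamed among the probe sets here. Of 19 endoderm markers, 5 were over 2-fold higher (Gata6, Lamb1, Col4a1, Col4a2 and Sparc) and 3 over 2-fold lower (Lama1, Apoe and Amn). The basement membrane genes Col4a1 and Col4a2 were higher by 2.22 and 2.06, and Gata6 by 1.42. Foxa2 had -0.05, Sox17 0.13, Cxcr4 -0.98 and Gata4 -0.08. The medians of the mesoderm and endoderm lists were -0.02 and -0.05 and their means 0.10 and 0.20, so that median and mean differ in sign. Across the 4 backgrounds Nodal rose by 0.90 (standard error 0.162, higher in 4 of 4 pairs, adjusted p = 0.0368 from limma), a call that ended with any 1 pair left out; other probe sets of Gata6 stood down to 0.04 in the empty vector pair, and Lamb1, Lama1 and Apoe were named after their values were seen.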

Some, but not all, mesendodermal marker genes showed elevated expression levels in Dox-treated *NS* tet-off ESCs. However, we assume that this observation did not represent the normal differentiation process of ESCs, because no clear upregulation of primitive ectodermal marker genes such as *Fgf5* and *Otx2* [32] was evident in Dox-treated *NS* tet-off ESCs at any time point. 

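Of 13 markers of primitive ectoderm, 3 were over 2-fold higher (Pou3f1, Fst and Cldn6) and 3 over 2-fold lower (Otx2, Foxd3 and Zic2) in the empty vector pair after 6 days of Dox. Otx2 had a log2 ratio of -2.32 in the empty vector, -3.90 in the 2i, -1.88 in the Nanog and -1.36 in the Esrrb pair, and fell by 2.36 over the 4 backgrounds (standard error 0.397, lower in 4 of 4 pairs, adjusted p = 0.0325 from limma), a call that ended with any 1 pair left out. Fgf5 had -0.86 in the empty vector pair, from a signal of 4.34 on the Dox-untreated array, and did not pass the test (adjusted p = 0.0770 from limma). Cldn6, a tight junction gene, and Pou3f1 (Oct6) were higher by 1.90 and 1.62, and Zic2 had -1.88. The list's median was 0.13 and its mean -0.03. The arrays cover 6 days of Dox, and other times are not analysed here; Fst and Foxd3 were named after their values were seen.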

More importantly, such expression changes observed in parental *NS* tet-off ESCs were not influenced by constitutively active Stat3 or exposure to the 2i plus LIF condition, but fairly minimized by forced expression of Nanog or Esrrb. 

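In the 2i pair 12 of the 28 trophoblast markers were over 2-fold higher, with a median of 0.74, and 0 in the Nanog and 0 in the Esrrb pair, with medians of 0.12 and -0.02. Krt19 had a log2 ratio of 3.21 in the 2i, 0.92 in the Nanog and 0.30 in the Esrrb pair, and Gata3 2.23, 0.25 and -0.21. Bmp4, named after its values were seen, was the 1 trophoblast marker over 2-fold lower in the 2i pair, with -2.48. Of 19 endoderm markers in the Esrrb pair 17 were lower, 5 of them over 2-fold (Cubn, Amn, Dab2, Sox7 and Gata4), with a median of -0.61, below all random lists; Dab2 and Sox7 were named after their values were seen, and other probe sets stood in that pair at -0.37 for Dab2, 0.13 for Sox7 and -0.073 for Gata4. The fall of the endoderm markers in the Esrrb pair began from a raised level. On the Dox-untreated arrays their median was 1.00 higher in Esrrb-overexpressing than in empty vector cells, with 10 of 19 over 2-fold higher. On the Dox-treated arrays it was still 0.70 higher. Cdx2 and Wnt3 stood at 0.11 and 0.07 in the 2i pair. Of pluripotency genes in the 2i pair, Nr0b1 had -2.30 and Tcl1 -1.88, whereas Klf2 had -0.56, Klf4 -0.25, Esrrb -0.01, Tbx3 0.07 and Prdm14 0.17. In the Nanog and Esrrb pairs Nr0b1 had -1.08 and -0.54 and Klf2 -0.39 and -0.32. In the 2i pair Dusp4, which MEK and Erk signalling induces, also stood at -3.44, so that the log2 ratios of this pair do not part an effect of Dox from one of 2i. The Dox response of the trophoblast markers was lower in the Nanog and Esrrb pairs than in the empty vector and 2i pairs (limma camera, adjusted p = 8.37e-09, and adjusted p = 0.280 with an estimated correlation). No single marker passed limma's test of that difference over all genes, while 13 of the 28 were lower when adjusted over the list alone. How far that number depends on 1 pair cannot be shown by leaving 1 out. Whether the 2i pair differs from the empty vector pair was not tested, since each is 1 pair of arrays.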

We also investigated the expression dynamics of 49 genes that have been previously denoted as Nanog-sensitive genes [33]. These genes were identified by two strict criteria: they have been demonstrated as Nanog target genes by genome-wide chromatin immunoprecipitation analyses and show immediate alterations in gene expression levels after transcriptional activation of Nanog. GSEA revealed that most genes with positively regulated expression levels by Nanog showed a decline in their expression levels after ablation of *NS* expression in ESCs, while genes subjected to negative regulation by Nanog tended to show upregulated expression levels upon *NS* expression ablation in ESCs. However, such a tendency was not observed in Nanog- or Esrrb-rescued *NS* tet-off ESCs (Supporting Information Fig. S3). It may be noteworthy that Nanog-rescued *NS* tet-off ESCs tended to show relatively higher expression of genes subjected to positive regulation by Nanog when the cells were treated with Dox compared with that in Dox-untreated cells. These data imply that abnormally high levels of Nanog in Nanog-overexpressing Dox-untreated cells may be detrimental for the expression of Nanog target genes.

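On the Dox-untreated arrays the signal of the Nanog probe set was 12.35 in Nanog-overexpressing cells and 12.81 in cells with an empty vector, and on the Dox-treated arrays 12.23 and 12.49. In Esrrb-overexpressing cells the Dox-untreated signal of Nanog was 12.90. For Esrrb the Dox-untreated signal was 11.27 in Esrrb-overexpressing and 11.31 in empty vector cells. Tcl1 and Prdm14, genes of the pluripotency list, stood at 11.41 and 10.38 on the Dox-untreated Nanog array, against 11.56 and 9.83 on the empty vector array. Whether these probe sets detect the transcripts of the expression vectors is not known here, so their signal does not measure the forced expression. Over the pluripotency genes, the median log2 difference of the Dox-untreated Nanog array from the empty vector array was -0.07.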

**Figure 4:**
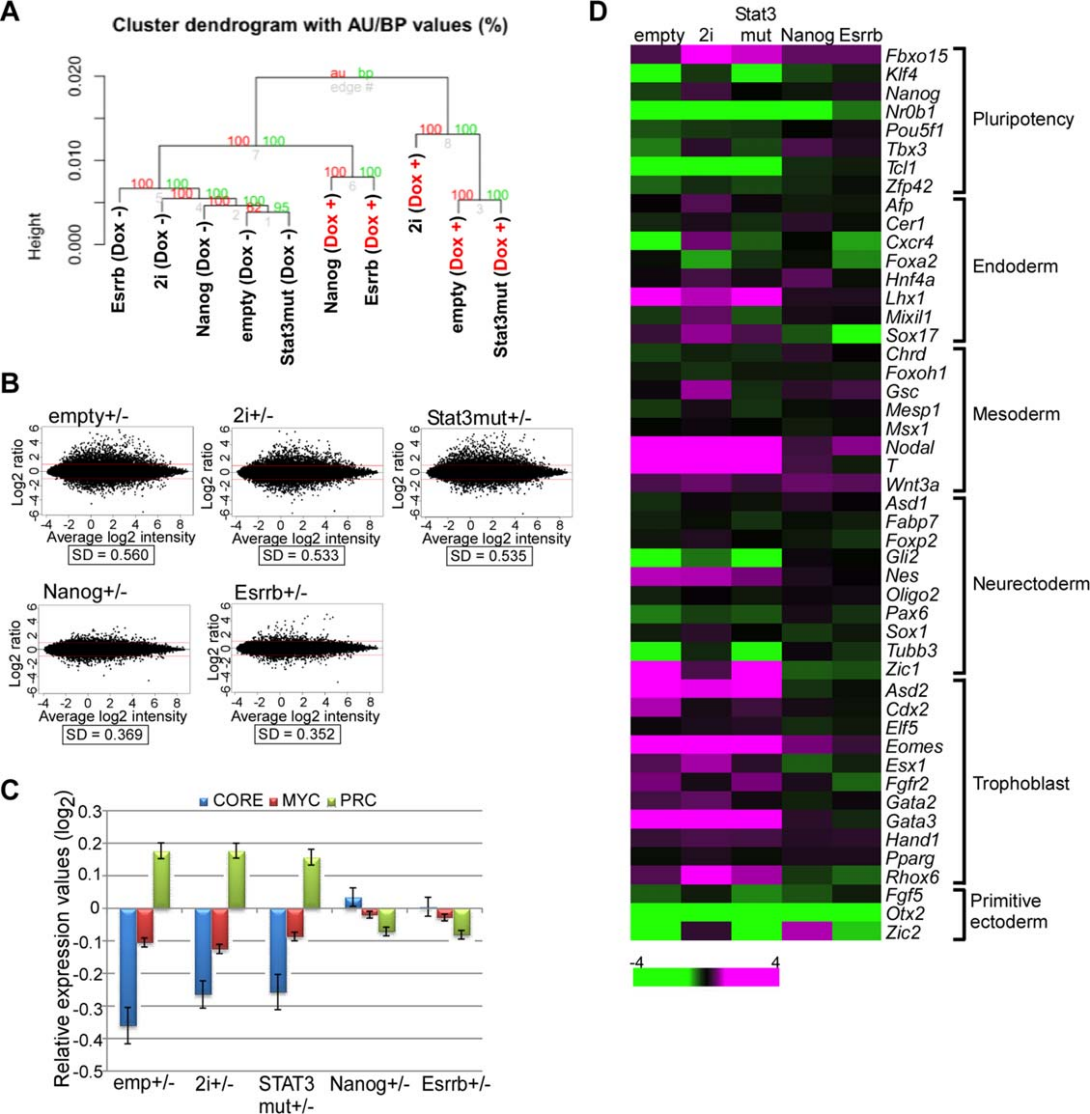
Evidence of the counteraction of nucleostemin (*NS*) expression ablation-mediated disruption of the embryonic stem cell (ESC) state by forced expression of Nanog or Esrrb from global gene expression analyses. (A): Cluster analyses of DNA microarray data from the indicated cells. The cells were cultured in the presence or absence of Dox for 6 days. (B): MA plots demonstrating a decrease in the changes of overall gene expression levels by ablation of *NS* expression in ESCs upon forced expression of Nanog or Esrrb. DNA microarray data from *NS* tet-off ESCs overexpressing either constitutively active Stat3, Nanog, or Esrrb, or exposed to the 2i condition were used to construct MA plots to compare the expression profiles in Dox-untreated and -treated conditions. *NS* tet-off ESCs transfected with an empty vector were used as controls. The SD is shown in each panel. (C): Average gene expression values of Core (blue), Myc (red), and PRC (green) module genes with respect to the indicated Dox-treated cells were calculated with standard errors using the values from their Dox-untreated counterparts as references. (D): Heat map showing expression levels of genes related to pluripotency or cellular differentiation with respect to the indicated Dox-treated cells using data from their Dox-untreated counterparts as references.

**Figure 5:**
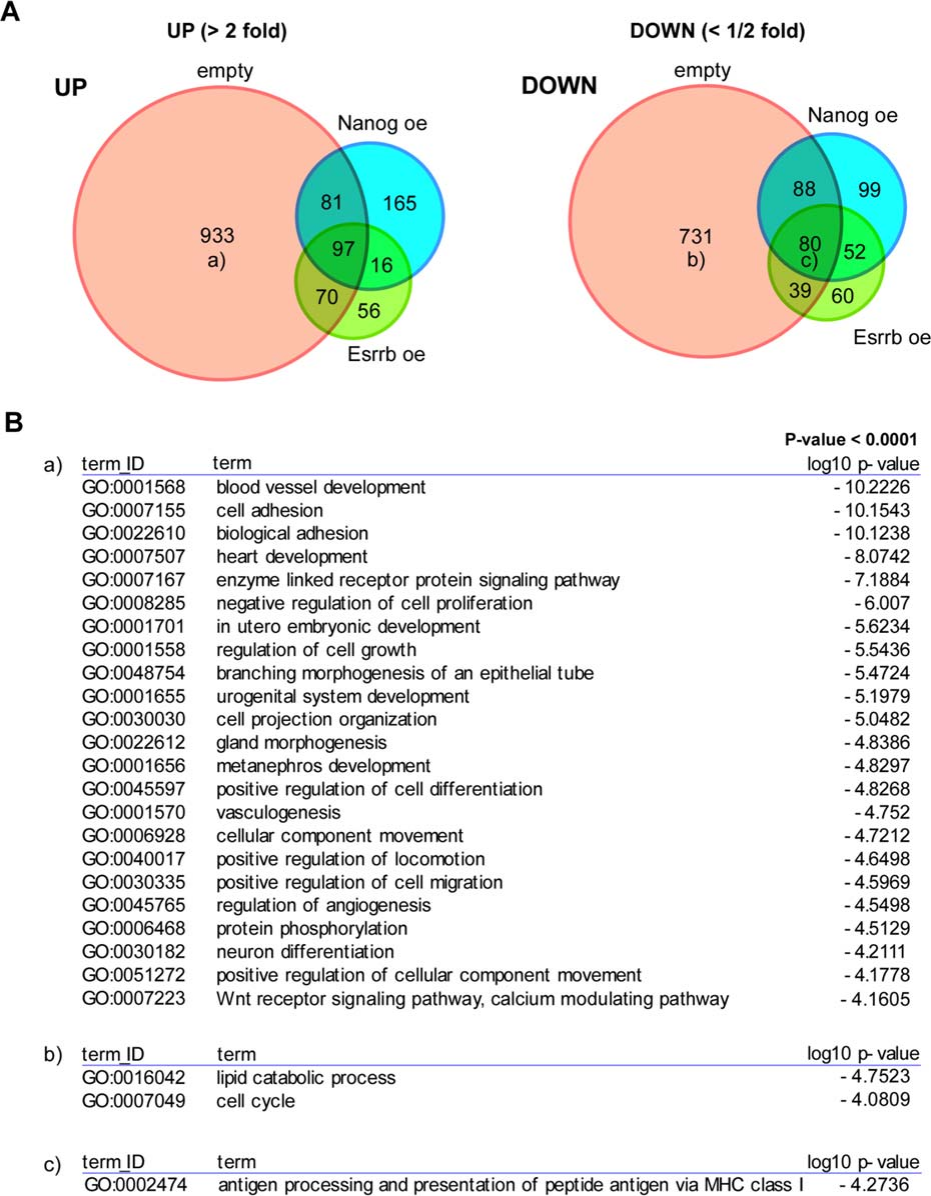
Characterization of the effects of forced expression of Nanog or Esrrb on the global expression profile of nucleostemin expression-ablated embryonic stem cells (ESCs). (A): Venn diagram illustrating relative relationships of upregulated (left) and downregulated (right) genes in Dox-treated ESCs with stable integration of either Nanog (blue), Esrrb (green,) or empty (red) expression vectors. Small letters (a, b, and c) in circles represent groups of gene sets that were suggested to be enriched with certain biologically related genes by the gene ontology (GO) analyses shown in (B). (B): GO analyses of the gene sets depicted in (A) using DAVID. The *p*-value cutoff was set to <1 × 10^−4^. All gene sets (seven groups in each panel) were subjected to the analyses. However, prominent GO terms that satisfied the criteria of selection (*p* < 1 × 10^−4^) were only identified for the three gene sets denoted with a, b, and c in (A).

### GO Analyses of Genes Showing Differential Expression Levels by Ablation of NS Expression in ESCs

Next, to correlate upregulation and downregulation of these genes by *NS* expression ablation with overall molecular functions, we conducted GO analyses. To this end, we first constructed Venn diagrams with genes that showed altered expression levels by more than twofold in Dox-treated *NS* tet-off ESCs that were transfected with either *Nanog*, *Esrrb*, or an empty vector (Fig. 5A). 

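Most of the 976 genes over 2-fold higher in the empty vector pair were not so in the Nanog and Esrrb pairs, for example Anxa3, an annexin gene, with log2 ratios of 4.01 in the empty vector, 0.92 in the Nanog and 0.95 in the Esrrb pair, and Dmkn with 4.67, 0.63 and 0.36. Of these genes 774 (79.3%, Wilson 95% interval 76.6% to 81.7% over genes, which are not independent) were over 2-fold higher in neither the Nanog nor the Esrrb pair. The median log2 ratio over these genes was 1.52 in the empty vector pair, 0.47 in the Nanog pair and 0.43 in the Esrrb pair. Over 2-fold higher in both the Nanog and Esrrb pairs were 78, such as Ms4a10 with 2.65 and 2.08 and the transcription factor gene Neurod1 with 2.28 and 2.03. Neurod1 rose by 2.88 over the 4 backgrounds (standard error 0.323, higher in 4 of 4 pairs, adjusted p = 0.0192 from limma), a call that ended with any 1 pair left out. A set chosen as extreme in 1 pair tends to be less extreme in any other, and the 2i pair, in which 2i also sets the cells apart, stands beside it at the same choice: 506 of these genes (51.8%) were over 2-fold higher there, against 136 (13.9%) in the Nanog and 144 (14.8%) in the Esrrb pair. In the 2i pair their median was 1.04.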

We found that the expression levels of most genes (933 out of 1,181) that were upregulated by more than twofold in Dox-treated *NS* tet-off ESCs were normalized by forced expression of Nanog or Esrrb. Similarly, 731 out of 938 genes that were downregulated in Dox-treated *NS* tet-off ESCs were normalized by Nanog or Esrrb expression. 

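Of the genes over 2-fold lower in the empty vector pair, 550 (78.5%, Wilson 95% interval 75.3% to 81.3%) were over 2-fold lower in neither the Nanog nor the Esrrb pair. Fhod3, a regulator of actin, had a log2 ratio of -3.09 in the empty vector, -0.29 in the Nanog and 0.12 in the Esrrb pair, and Gli2, a transcription factor gene of Hedgehog signalling, had -1.84, -0.03 and -0.01. Over 2-fold lower in both the Nanog and Esrrb pairs as well were 60 genes. Of these, Gch1, an enzyme gene of tetrahydrobiopterin synthesis, fell by 2.01 over the 4 backgrounds (standard error 0.178, lower in 4 of 4 pairs, adjusted p = 0.0145 from limma), and Napsa, an aspartic protease gene, fell by 2.65 (standard error 0.218, lower in 4 of 4 pairs, adjusted p = 0.0139 from limma), with another probe set at -0.74 in the Nanog and -0.35 in the Esrrb pair; with 1 pair left out, both passed only without the 2i pair. The median over the genes lower in the empty vector pair was -1.32 in that pair, -0.79 in the 2i, -0.42 in the Nanog and -0.35 in the Esrrb pair. At the same choice 269 genes (38.4%) were over 2-fold lower in the 2i pair, 119 (17.0%) in the Nanog pair and 92 (13.1%) in the Esrrb pair.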

Next, we conducted GO classification analyses. A number of GO terms, especially those related to morphogenesis and development, were significantly enriched for genes upregulated but normalized by Nanog or Esrrb (Fig. 5Ba), while only two GO terms (“lipid catabolic process” and “cell cycle”) were represented as prominent terms among genes downregulated but normalized by Nanog or Esrrb (Fig. 5Bb). These results indicate that the major role of NS in ESCs is suppression of cellular differentiation and morphogenesis, which can be substituted by forced expression of either Nanog or Esrrb. These data also indicated that, unlike the role of upregulated genes, the downregulated genes are a gene set without an apparent overall biological significance. 

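The lists here were fixed by hand and are not the GO terms, whose gene sets were not used. The paper found its terms on these same arrays, so counts for lists near those terms are no independent test of them. Among the 774 genes higher in the empty vector pair and in neither of the Nanog and Esrrb pairs were 10 of 38 genes of blood vessel and heart development, 9 of 38 genes of cell adhesion and extracellular matrix, 13 of 28 trophoblast markers and 10 of 53 Polycomb targets. Random lists matched on mean expression gave on average 1.86, 1.70, 1.52 and 1.94. Examples are the endothelin gene Edn1, with log2 ratios of 2.92 in the empty vector, 0.39 in the Nanog and 0.68 in the Esrrb pair, and Thbs1, a gene of extracellular matrix, with 3.03, -0.03 and -0.01. Among the 550 genes lower in the empty vector pair and in neither of the others were 5 of 28 genes of lipid catabolism (Cpt1a, Lpl, Pla2g1b, Pla2g10 and Plcd1), where random lists gave on average 1.09, and 2 of 39 cell cycle genes (Ccne2 and Cdk2), where they gave 1.14. Lpl, lipoprotein lipase, had -2.02, -0.53 and -0.58. As a list, the lipid catabolism genes did not pass camera's test of the difference with forced factor (adjusted p = 0.748). Nor did the cell adhesion and extracellular matrix genes (adjusted p = 0.0685 from camera). The blood vessel and heart development genes passed it (adjusted p = 4.36e-06 from camera, and adjusted p = 0.356 with an estimated correlation). Ccne2, which encodes cyclin E2, had -1.51, -0.43 and -0.46, and the 39 cell cycle genes together had a median of -0.31 in the empty vector, -0.51 in the 2i, 0.00 in the Nanog and -0.11 in the Esrrb pair. The Dox response of the cell cycle genes was shifted upwards in the Nanog and Esrrb pairs (limma camera, adjusted p = 3.73e-11, and adjusted p = 0.366 with an estimated correlation). Of these genes 11 were higher when adjusted over the list alone and 0 over all genes. How far the first number depends on 1 pair cannot be shown by leaving 1 out. Cpt1a, Pla2g1b and Plcd1 were named after their values were seen, another probe set of Cdk2 stood at -0.20 and another of Pla2g1b at 0.31 in the empty vector pair.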

We also subjected other groups of genes in the Venn diagrams shown in Figure 5A to GO analyses. However, none of the GO terms were selected by the analyses except for genes with downregulated expression in *NS* tet-off ESCs irrespective of the forced expression of either Nanog or Esrrb. In this case, genes categorized into a GO term (antigen processing and presentation of peptide antigen via MHC class I) were found to be enriched, but the physiological significance of identification of this term is unknown at present (Fig. 5Bc).

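Of 20 genes of MHC class I antigen presentation, 3 were among the 60 genes lower in the empty vector, Nanog and Esrrb pairs. Random lists matched on mean expression gave on average 0.0902. The paper found this term on the same arrays, so the count is no independent test of it. The 3 genes were H2-K1, H2-D1 and H2-Bl, which encode MHC class I heavy chains or relatives of them. Over the 4 backgrounds H2-K1 fell by 1.09 (standard error 0.116, lower in 4 of 4 pairs, adjusted p = 0.0189 from limma), H2-D1 fell by 1.1 (standard error 0.108, lower in 4 of 4 pairs, adjusted p = 0.0172 from limma) and H2-Bl fell by 1.48 (standard error 0.316, lower in 4 of 4 pairs, adjusted p = 0.0495 from limma). H2-Q2 fell by 1.66 (standard error 0.248, lower in 4 of 4 pairs, adjusted p = 0.0274 from limma). None of these 4 passed with any 1 pair left out. Other genes of the list ran the other way: the peptide transporter gene Tap1 had log2 ratios of 3.54 in the empty vector, 1.16 in the Nanog and 0.88 in the Esrrb pair, and Nlrc5, an activator of MHC class I genes, 2.32, -0.47 and 0.73. The list's median was 0.08 in the empty vector, 0.04 in the 2i, -0.01 in the Nanog and 0.05 in the Esrrb pair. Its mean was 0.12 in the empty vector, 0.29 in the 2i, -0.23 in the Nanog and -0.13 in the Esrrb pair. Over 2-fold higher and lower were 2 and 4 genes in the empty vector, 5 and 1 in the 2i, 1 and 4 in the Nanog and 0 and 3 in the Esrrb pair. The list's Dox response was lower in the Nanog and Esrrb pairs than in the other pairs (limma camera, adjusted p = 0.0169, and adjusted p = 0.356 with an estimated correlation). In all 4 genes of the list fell and 1 rose in the common Dox response over all genes, and 4 fell and 3 rose when adjusted over the list alone, where 1 rose without the empty vector or the 2i pair; Pdia3 was the gene that rose over all genes, and Pdia3, Calr and Tap1 those over the list. Other probe sets of H2-K1 stood up to 0.28 in the 2i and 0.12 in the Esrrb pair. Of these genes, H2-K1, H2-D1, Pdia3 and Calr were named after their values were seen. MHC class I genes resemble each other in sequence and may share probes, and other probe sets stood at up to 0.17 for H2-D1 and down to -0.24 for Tap1 in the empty vector pair.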

### Evidence of a NS-Mediated Rad51-Independent Mechanism to Preserve Cell Viability and Expression of Pluripotency Marker Genes in ESCs

Recently, it has been demonstrated that recruitment of Rad51 to foci of stalled replication-induced DNA damage to maintain genomic stability is the major role of NS in NSCs [6]. To investigate whether the same mechanism underlies the apoptotic phenotypes of *NS* tet-off ESCs, we first examined whether there was a striking increase of γ-H2AX-positive cells among *NS* tet-off ESCs, which is observed with *NS*-null NSCs. We found no evident increase of γ-H2AX-positive cells for the first 2 days after Dox addition. We did observe γ-H2AX-positive *NS* tet-off ESCs at 4 days post-Dox administration. However, these cells never showed dot-like signal pattern, but homogeneously stained pattern in the nucleus, implying that double-stranded DNA breaks marked by γ-H2AX positivity were not the primary cause, but rather a secondary consequence of apoptotic cell death of *NS* tet-off ESCs (Fig. 6A) [34,35]. Differences in the molecular mechanisms of *NS* tet-off ESC and NSC apoptosis were also suggested by the fact that, unlike *NS* knockout NSCs, overexpression of neither Rad51 (Fig. 6B) nor the nucleolar localization-defective NS mutant (NSΔB) (Fig. 6C) mitigated the detrimental phenotypes of *NS* tet-off ESCs. Thus, these results indicate that loss of the stabilizing effect of NS on the genome does not account for the major cause of the extensive cell death phenotypes of *NS* tet-off ESCs. However, these results do not necessarily eliminate the possibility that NS also participates in genomic stabilization of ESCs. NS protein in ESCs may exert dual functions to preserve pluripotency and cell viability by preservation of genome integrity, as demonstrated in other *NS*-expressing cells such as NSCs, and some ESC-specific function. To test this hypothesis, we overexpressed NS in wild-type ESCs and compared the levels of γ-H2AX positivity after induction of DNA damage by HU treatment with those in ESCs transfected with an empty vector. These analyses revealed that the numbers of γ-H2AX-positive cells were noticeable declined by *NS* overexpression and this effect was evident even with NSΔB (Fig. 6D). Taken together, these results indicate that the genome-protective role of NS is operative at least among ESCs, NSCs, and regenerating hepatocytes, and probably more widely among *NS*-expressing cells. Our data also indicate that NS in ESCs is involved in an additional mechanism in parallel to preserve pluripotency and cell viability.

**Figure 6:**
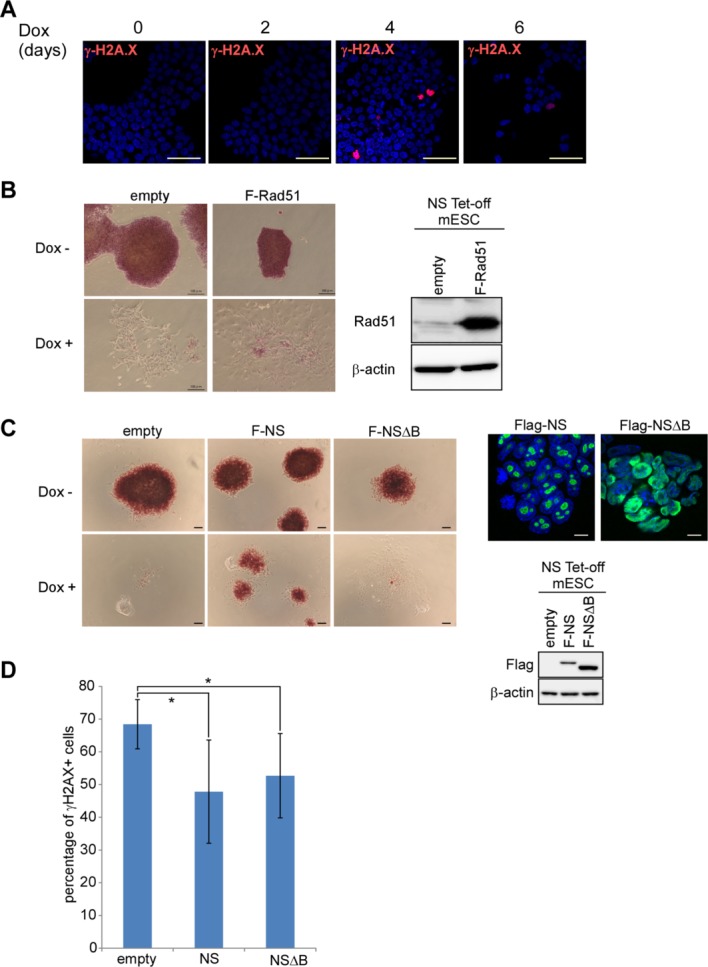
Evidence of an additional role of NS other than a genome-protective role in ESCs. (A): Examination of γ-H2A.X signals in *NS* tet-off ESCs. *NS* tet-off ESCs were cultured with Dox for 0, 2, 4, and 6 days, and then immunostained with an anti-γ-H2A.X antibody. Scale bar = 10 µm. (B): Alkaline phosphatase staining of control and Flag-Rad51-overexpressing *NS* tet-off *ESCs* cultured in the absence or presence of Dox for 6 days. Scale bar = 100 µm (left panel). Western blot analyses were also performed to confirm the exogenously overexpressed Flag-tagged Rad51 with an antibody against Rad51 (right panel). (C): Alkaline phosphatase staining of control, Flag-NS-, and Flag-NSΔB-overexpressing *NS* tet-off ESCs that were cultured either with or without Dox for 5 days. Scale bar = 100 µm (left panel). Immunostaining of these cells with an anti-Flag antibody was performed to confirm nucleolar and nuclear localization of wild-type NS and the NSΔB mutant, respectively. Scale bar = 10 µm (right upper panel). Right lower panel shows a Western blot of exogenously overexpressed wild-type NS and the NSΔB mutant. (D): Counteracting effect of overexpression of wild-type NS and the NSΔB mutant on HU-mediated genomic damage in ESCs. Levels of genomic DNA damage were evaluated by positivity for γ-H2A.X in immunocytochemical analyses. *, *p* < .05. Abbreviations: ESC, embryonic stem cell; NS, nucleostemin.

### Crucial Role of NS in Preservation of Pluripotency Marker Gene Expression and Cell Viability of EpiSCs

Both ESCs and EpiSCs exhibit pluripotency [14,15]. Therefore, we determined whether NS also participates in preserving the pluripotency of EpiSCs. To test this hypothesis directly, we generated *NS* tet-off EpiSCs (Fig. 7A) and then cultured these cells with or without Dox. Microscopic observation revealed that Dox-treated *NS* tet-off EpiSCs showed severely impaired cell growth (Fig. 7B). Similar to ESCs, this severe phenotype was not alleviated by forced expression of Rad51 (Supporting Information Fig. S4). A substantial number of cells also showed positivity for TUNEL signals (Fig. 7C). Furthermore, our immunocytochemical analyses revealed that substantial proportions of Dox-treated *NS* tet-off EpiSCs became negative for Oct-3/4 (Fig. 7D), indicating cellular differentiation. Because accumulation of p53 protein is one of the prominent features of *NS* tet-off ESCs, we examined whether p53 protein was similarly accumulated in *NS* tet-off EpiSCs. Our analyses revealed that a substantial number of cells expressed p53 protein in their nucleus after Dox-mediated ablation of *NS* expression (Fig. 7E). Next, we examined the consequence of *Nanog* or *Esrrb* overexpression in *NS* tet-off EpiSCs. These analyses revealed that, unlike *NS* tet-off ESCs, forced expression of neither Nanog nor Esrrb overrode the requirement of NS for the preservation of robust cell proliferation, cell viability, and homogeneous expression of Oct3/4 in EpiSCs (Supporting Information Fig. S5). Similar to ESCs, these results indicate that NS crucially participates in preservation of the cell viability of EpiSCs. However, there is a definite difference in the responses to forced expression of either Nanog or Esrrb in *NS* tet-off ESCs and EpiSCs. We will discuss about these data more in details later (see Discussion).

**Figure 7:**
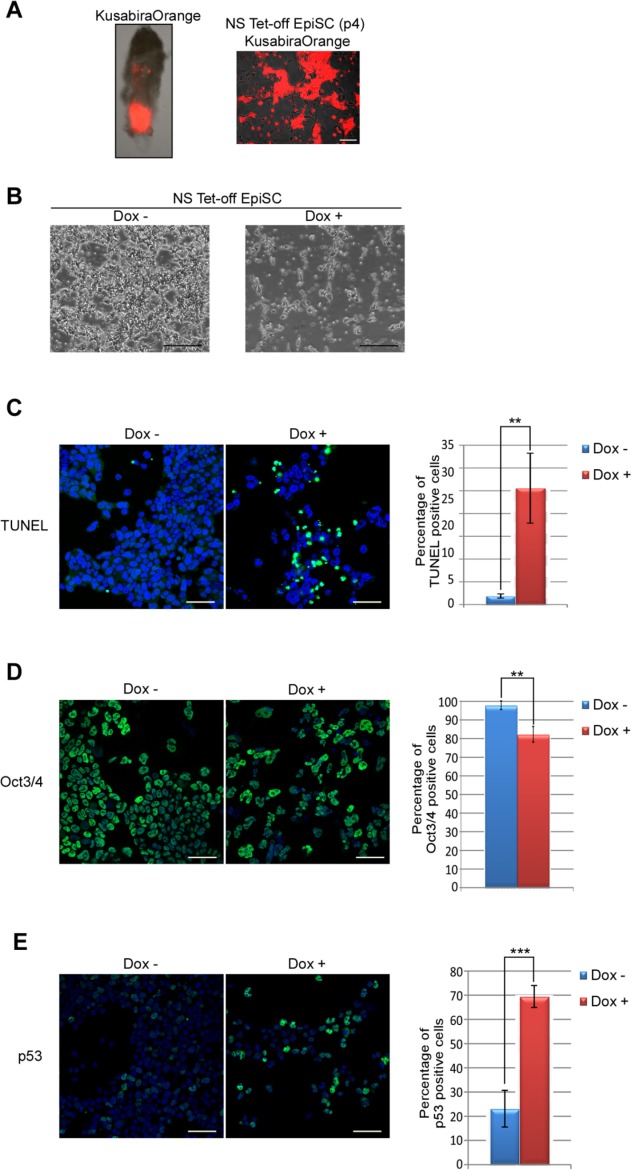
*NS* expression is indispensable for cell viability and preservation of pluripotency marker expression in EpiSCs. (A): A 6.5 dpc embryo that was injected with fluorescent Kusabira Orange (KBO)-overexpressing *NS* tet-off embryonic stem cells (ESCs) at the blastocyst stage (left panel). *NS* tet-off EpiSCs from the 6.5 dpc embryo bearing cells derived from KBO-marked *NS* tet-off ESCs (right panel). Scale bar = 100 µm. Puromycin selection was applied to eliminate recipient cell-derived EpiSCs. (B): Microscopic inspection of *NS* tet-off EpiSCs that were untreated or treated with Dox for 5 days. Scale bar = 500 µm. **, *p* < .01. (C): TUNEL assays of *NS* tet-off EpiSCs that were untreated or treated with Dox for 6 days. The ratio of TUNEL-positive cells is shown as the mean with SD. Scale bar = 50 µm. **, *p* < .01. (D): Oct3/4 signals in *NS* tet-off EpiSCs that were untreated or treated with Dox for 6 days. The ratio of Oct3/4-positive cells is shown as the mean with SD. Scale bar = 50 µm. **, *p* < .01. (E): p53 signals in *NS* tet-off EpiSCs that were untreated or treated with Dox for 6 days. The ratio of p53-positive cells is shown as the mean with SD. Scale bar = 50 µm. ***, *p* < .001. Abbreviations: EpiSC, epiblast stem cell; NS, nucleostemin.

### Role of NS Expression in Human iPSCs

To extend our findings concerning the role of *NS* expression in mouse ESCs and EpiSCs, we examined the role of *NS* expression in the preservation of human iPSC viability by knockdown experiments. We found that a proportion of human iPSCs bearing activated caspase-3/7 became significantly larger as a result of shRNA-mediated knockdown of *NS* expression compared with control cells in which shRNA-mediated knockdown targeted unexpressed luciferase (Luc) (Supporting Information Fig. S6). This result implies that *NS* also plays crucial roles in preserving the viability of human iPSCs.

## Discussion

NS is involved in numerous biological functions, and expressed in various stem/progenitor cell types, including ESCs. Knockout mouse analyses have demonstrated overt morphological abnormalities in *NS* knockout embryos during blastocyst formation, in which a discernible inner cell mass is absent at 3.5 dpc and the overall structure of the embryo resembles morulae without a blastocoel cavity [3]. In accordance with these findings, we have previously demonstrated that *NS* expression is essential to preserve the cell viability of ESCs that are derivatives of the inner cell mass of blastocysts [13]. Subsequently, Qu and Bishop [4] have demonstrated that *NS* expression is important to preserve the unique cell cycle kinetics observed in mouse ESCs that show an unusually low proportion of cells in G1 phase. One of the major findings in this study is that forced expression of Nanog or Esrrb rendered *NS* expression in ESCs redundant. Indeed, Nanog- or Esrrb-overexpressing *NS* tet-off ESCs were able to maintain normal expression levels of pluripotency marker genes and propagate robustly for prolonged periods without showing any apparent apoptotic phenotype. Strong counteracting effects of Nanog and Esrrb against the changes associated with *NS* expression ablation in ESCs were also suggested by analyses of the global gene expression profile. Approximately 80% of genes with altered expression levels by more than twofold were not strongly affected by the loss of *NS* expression in *Nanog*- or *Esrrb*-overexpressing ESCs. GO analyses revealed that a number of terms related to morphogenesis and development were significantly represented among genes upregulated by more than twofold in *NS* expression-ablated ESCs, but became insensitive to the loss of *NS* expression by forced expression of *Nanog* or *Esrrb*. The same analyses of downregulated genes but normalized by Nanog or Esrrb revealed only two GO terms (lipid catabolic and cell cycle). Therefore, these results indicate that the major functions of NS in ESCs involve suppression of cellular differentiation and promotion of robust cell proliferation, which can be replaced by Nanog or Esrrb. Recently, Esrrb has been shown to be one of the major targets of Nanog [33]. Indeed, Esrrb can functionally substitute Nanog in ESCs. Therefore, it is possible that the rescue effect of *Nanog* overexpression may be largely explained by its function in supporting *Esrrb* gene expression.

It has been recently demonstrated that NS protein is involved in maintaining genomic stability of NSCs and regenerating liver cells by facilitating recruitment of Rad51 to foci of stalled DNA replication-induced DNA damage [6,7]. However, our data obtained by forced expression of Rad51 and other experimental data demonstrate that impairment of this mechanism at least does not account for the major causes of the detrimental phenotypes observed in *NS* tet-off ESCs and EpiSCs. These data imply the presence of a pluripotent cell-specific function of NS protein. Similar to ESCs, our data also showed that *NS* expression is crucial in EpiSCs to preserve their pluripotency, self-renewal, and cell viability. However, unlike in ESCs, no apparent rescue effect by forced expression of Nanog or Esrrb was evident in *NS*-null EpiSCs. The endogenous expression levels of *Nanog* and particularly *Esrrb* were significantly low in EpiSCs compared with those in ESCs [36]. Therefore, we assume that these differential counteracting effects by forced expression of Nanog or Esrrb against *NS* expression ablation in ESCs and EpiSCs are due to the lack of additional factors and/or cofactors in EpiSCs, which are required for the effectiveness of the forced expression of these factors.

Our data demonstrated that overexpression of NS mitigated the DNA damage caused by addition of HU, suggesting that the genome-protecting role of NS in NSCs and regenerating hepatocytes is also operative in ESCs. However, our data demonstrated that an additional mechanism is operating in parallel to preserve pluripotency and cell viability, although the molecular basis of such a role is unknown at present except that it can be suppressed by forced expression of Nanog or Esrrb. Our finding of the partial rescue of *NS* tet-off ESCs by Stat3, Akt, and the 2i condition may help to elucidate the pluripotent cell-specific role of NS. Prominent stabilization of p53 in *NS* tet-off ESCs may be an alternative, but not mutually exclusive, clue to understand the molecular basis of NS function in pluripotent cells, because p53 is known to repress the expression of numerous pluripotency maker genes including Nanog [37]. It is also important to determine whether the pluripotent cell-specific role of NS we advocated in this study is truly specific in pluripotent cells or operates in other cell types. Significant similarity has been demonstrated in the gene expression profiles of pluripotent cells and cancer cells [31,38]. Therefore, it is tempting to speculate that NS participates in preserving the undifferentiated state and cell viability of cancer cells, particularly cancer stem cells, in a similar manner that operates in ESCs and EpiSCs. This hypothesis can be tested experimentally, because cancer cells such as glioma cells can be theoretically generated from ESC-derived NSCs/progenitor cells [39,40].

## Conclusions

Previous knockdown and knockout studies have demonstrated that NS is important to preserve the self-renewal and high expression levels of pluripotency marker genes in ESCs. In this study, we demonstrate that *NS* expression is also essential to preserve the self-renewal and pluripotent properties of EpiSCs. Furthermore, our data demonstrate that forced expression of Nanog or Esrrb renders *NS* expression dispensable in ESCs, but not EpiSCs.

# Supplementary material for: Forced Expression of Nanog or Esrrb Preserves the ESC Status in the Absence of Nucleostemin Expression
**Source:** Stem Cells. 2014 Dec 18;33(4):1089–101. doi: 10.1002/stem.1918
**Supplement:** Supplementary file 7 — Supplementary Materials and Methods

**Supplemental materials and methods**

**Reagent and antibodies**

The following reagents were used at the indicated concentrations: 3 μM GSK-3 inhibitor CHIR99021 (Axon Medchem, Groningen, Netherlands, <http://www.axonmedchem.com>); 1 μM MEK inhibitor PD0325901 (Axon Medchem); 1 μg/mL Dox (631311) (Clontech, Mountain View, CA, http://www.clontech.com); anti-NS (AB5691), anti-Sox2 (Ab5603), anti-Prdm14 (AB4350) (Millipore, Billerica, MA, <http://www.millipore.com>); anti-Klf4 (AF3158) (R&D Systems); anti-Nanog (RCAB0001P) (Cosmo Bio, Tokyo, Japan, <http://www.cosmobio.co.jp>); anti-GSK3β (610202) (BD Biosciences, San Jose, CA, http://www.bdbiosciences.com); anti-Akt (#9272), anti-phospho-Akt (Ser473) (#9271), anti-STAT3 (124H6) (#9139), anti-phospho-STAT3 (Tyr705) (D3A7) (#9145), anti-p44/42 (ERK1/2) (#9102), anti-phospho-p44/42 (ERK1/2) (Thr202/Tyr204) (#9101), anti-phospho-GSK3β (Ser9) (#9336), anti-phospho-histone H2A.X (Ser139) (20E3) (#9718), anti-p53 (1C12) (#2524) (Cell Signaling Technology, Danvers, MA, <http://www.cellsignal.com>); anti-Oct3/4 (C-10) (sc-5279), anti-β-actin (C4) (sc-47778) (Santa Cruz Biotechnology, Dallas, Texas, <http://www.scbt.com>); anti-Esrrb (PP-H6705-00) (PPMX, Tokyo, Japan, <http://www.ppmx.com>); anti-p53 (NCL-p53-CL5P) (400511) (Novocastra, Newcastle upon Tyne, UK, http://www.novocastra.co.uk).

**Vector construction**

**Western blotting and immunostaining**

For western blotting, cellular proteins were recovered by treatment with a lysis buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 0.5% Triton X-100, and 1 mM EDTA) containing 1× Halt Phosphatase Inhibitor (#78420) (Thermo Scientific, Waltham, MA, <http://www.thermoscientific.com>). The proteins were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to a polyvinylidene difluoride membrane, and probed by the indicated primary antibodies and appropriate secondary antibodies conjugated to horseradish peroxidase. Specific protein bands were detected by ECL Western Blotting Detection Reagents (GE Healthcare, Piscataway, NJ, <http://www.gehealthcare.com>). For immunocytochemistry, cells were plated on 0.1% gelatin-coated Cell Disks (MS-92132) (SUMITOMO BAKELITE Co., Tokyo, Japan, <http://www.sumibe.co.jp/english>) and then fixed with 4% paraformaldehyde for 20 min at room temperature. After three washes with phosphate buffered saline (PBS), the cells were permeabilized and blocked in blocking buffer (3% bovine serum albumin (BSA), 0.3% Triton X-100, and 1% heat-inactivated normal sheep serum in PBS) for 30 min at room temperature. After washing with PBS, primary antibodies in blocking buffer were added, followed by incubation at 4°C for overnight. After three washes with PBS, the cells were incubated with the appropriate Alexa Fluor dye-conjugated secondary antibodies (Invitrogen, Carlsbad, CA, http://www.lifetechnologies.com) and 3 μg/mL DAPI in PBS containing 1% BSA at 37°C for 1 h. The cells were then washed and observed under a confocal laser scanning microscope.

How the deposited data were processed for this re-analysis (not part of the article)

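The arrays hold RNA of NS tet-off ESCs from 8 conditions with 1 array each: Dox-untreated and Dox-treated cells with an empty vector, in the 2i condition, with forced Nanog and with forced Esrrb. Each array was assigned to its condition from the labels and the paper. The pair with constitutively active Stat3 is not analysed here, so the clustering holds 8 arrays.

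The authors made the log2 signal values from Affymetrix GeneChip mouse genome arrays with RMA in the affy package of R, which subtracts background, quantile-normalizes and summarizes probes into probe sets. The versions are not given in the sources used here. The deposited log2 values were used as they are, with no further normalization, and 0 of the value columns belong to no sample used here. Quantile normalization makes the arrays alike in distribution, so a shift of all genes in 1 direction would not be seen; sorted values differed from the mean over arrays at the same rank by at most 0.172.

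Of 45101 probe sets, 34958 have 1 gene symbol in the platform annotation, 932 have several and 9211 are unnamed here. Of the probe sets with 1 symbol, 34754 matched the RefSeq table by Entrez ID, and 0 symbols changed. No gene was named from a probe set with several symbols. Each of 18194 genes took the probe set with the highest mean over the 8 arrays. No genome build was used, so no coordinates are given. For arrays, their number limits the precision, and genes near the background signal give compressed log2 ratios.

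The log2 ratio of a pair is the Dox-treated minus the Dox-untreated value, and over 2-fold means a log2 ratio above 1 or below -1. With 1 array per condition no test was made within a pair. The intervals that set 1 pair beside another run over genes and hold no spread between samples. A list's median was set beside 10000 random lists of the same size drawn in 20 bins of mean expression. The arrays were clustered by average linkage on 1 minus Pearson correlation, with 1000 resamplings of the probe sets.

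limma (lmFit and eBayes with a trend, 3.58.1 in R 4.3.3) tested the Dox response common to the 4 backgrounds, taken as replicates, with the background as a block and 3 residual degrees of freedom, and the difference between the response of the Nanog and Esrrb pairs and that of the empty vector and 2i pairs, with 2. p-values were adjusted by the Benjamini-Hochberg method over all genes at a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 28 lists, and again with an estimated correlation and with fry. fry asks whether the genes of a list move, on balance, in 1 direction, without comparing them with other genes. The fits were tested on simulated data with 200 changed of 18194 genes: for the common response 98% of changes of 1 on the log2 scale and 100% of changes of 2 were recovered, with 6 and 12 false calls, and for the difference 40% and 99%, with 3 and 6. These rates describe the simulated data and are no measure of the power or the false calls of the real fits. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

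The lists were pluripotency genes, trophoblast markers, mesoderm and mesendoderm markers, endoderm markers, neurectoderm markers, primitive ectoderm markers, ribosome biogenesis and Myc target genes, Polycomb target developmental regulators, p53 target genes, LIF and Stat3 target genes, MEK and Erk feedback genes, Wnt and beta-catenin target genes, cell cycle genes, lipid catabolism genes, MHC class I antigen presentation genes, interferon-stimulated genes, blood vessel and heart development genes, cell adhesion and extracellular matrix genes, serum response factor and YAP target genes, 2-cell embryo genes, integrated stress response genes, apoptosis genes, germline genes, fibroblast markers, sterol synthesis genes, glycolysis and hypoxia genes, imprinted genes and housekeeping genes. They were written by hand from general knowledge and share some genes. Genes named in the text are Gnl3, the genes the paper names (values in Fig. 4D were seen beforehand), the 10 highest and 10 lowest of each pair above the median signal, up to 4 genes of each list with the largest log2 ratio in the empty vector pair, and the 10 with the largest coefficients in each direction of each limma fit. Genes outside this rule are said to be named after their values were seen.

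The alternatives were the mean of a gene's probe sets, each probe set on its own, leaving out probe sets whose name ends in _x_at, a filter on dim probe sets, another quantile normalization, centring each array on its median, thresholds of 1.5-fold and 3-fold, other distances and linkage, other limma settings and leaving out each pair in turn. After seeing the data, a rule that counts a gene where any of its probe sets passes, the empty vector Dox-untreated array as the reference of the 2i pair, and clustering without the 2i Dox-untreated array were added.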

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

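The tests of even shrinkage, the second of them after the first, of cells that kept NS expression, of the MEK and Erk feedback genes and of cross-hybridization were chosen only after the result was seen.

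The response to Dox was lower in the Nanog and Esrrb pairs than in the empty vector and 2i pairs for 15 genes (limma). With the filter on dim probe sets 0 genes were called, and with each array centred 77 (57 lower and 20 higher). Fits with 1 pair left out set 1 pair against 2, so they cannot show how far the calls depend on 1 pair. Choosing genes by their extreme values in the empty vector pair should lower the share over 2-fold in the 2i pair as much: among the higher genes the 2i share exceeded the higher of the other shares by 37.1 percentage points (33.2 to 40.9), which argues against this choice as the whole cause, while among the lower genes the 21.4 points (16.9 to 25.9) span the bound of 20 set beforehand. The tests of an even shrinkage of log2 ratios cannot decide. Their intervals run over genes of 1 list in 1 pair against 1 other, and hold no spread between samples. In the Nanog pair the sterol synthesis genes lay further from 0 than in the empty vector pair by a median of 0.22 (0.03 to 0.46). Counting only log2 ratios in the list's direction, the median was 0.23 (0.11 to 0.48). In the Esrrb pair the integrated stress response genes lay further from 0 by 0.34. That interval reaches 0 on the first count (-0.01 to 0.84) and not on the second (0.09 to 0.84). Compressed values stay open too, since quantile normalization sets the ratio of the arrays' spreads, 1.00. Cells that kept NS expression would have to make up 79.5% of the Nanog-overexpressing cells, and at most 4.25% of the Gnl3 signal was left. A graded effect of residual NS was not tested and stays open. The Gnl3 signal left was 4.25% and 3.13% in the Nanog and Esrrb pairs, against 1.95% and 2.17% in the empty vector and 2i pairs. An effect of forced Nanog or Esrrb on the response stays open as a hypothesis, as do differences between the cell lines, which the design does not separate from it.

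In the 2i pair the MEK and Erk feedback genes had a median log2 ratio of -0.43 and Dusp6 one of -3.31, opposite to the other pairs; the difference was not tested. The other pairs, which also lost NS and received Dox, had a lowest median of 0.18. That contrast is what raised the question, so it is no separate test of loss of NS or Dox on its own. A swap with the Nanog or Esrrb Dox-untreated array is argued against by their medians against the empty vector Dox-untreated array, the lower of which was 0.070. On the Dox-untreated arrays the 2i median lay 0.000286 from that of the empty vector array, and on the Dox-treated arrays -1.07. Whether MEK was not inhibited in the cells of the 2i Dox-untreated array, or its label is wrong, cannot be told apart, since those values were what raised the question.

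The 14 2-cell embryo genes had medians above 0 in all 4 pairs, 0.92 in the empty vector, 1.23 in the 2i, 0.32 in the Nanog and 0.91 in the Esrrb pair (common Dox response, limma camera, adjusted p = 2.49e-07, and adjusted p = 0.753 with an estimated correlation). Of them 12 were higher in the Nanog and 12 in the Esrrb pair. On the Dox-untreated arrays the list's median was already 0.66 higher in the 2i than in the empty vector cells. It was 0.35 higher in Esrrb-overexpressing and 0.05 higher in Nanog-overexpressing cells. The 2i and Esrrb differences were larger than the Dox response in the Nanog pair. Cross-hybridization within multi-copy gene families is argued against by the 7 members outside them, all higher in each pair, whose medians were 1.01, 1.13, 0.39 and 0.92 in the empty vector, 2i, Nanog and Esrrb pairs. A larger share of cells in a 2-cell-like state was not tested.

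For p53 the paper reports the protein but not the target genes. The p53 target genes had a median log2 ratio of 1.14 in the empty vector pair. The serum response factor and YAP target genes had one of 1.01 in that pair. In the Esrrb pair the median of the integrated stress response genes was -0.84 and that of the glycolysis and hypoxia genes 0.37. In the Nanog pair the germline genes had a median of -0.74 and the sterol synthesis genes of 0.53. On the Dox-untreated arrays, the endoderm markers were higher in Esrrb-overexpressing than in empty vector cells by a median of 1.00.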

How the results depend on the processing

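Tests chosen only after the result was seen are the empty vector Dox-untreated array as the reference of the 2i pair, clustering without the 2i Dox-untreated array and the rule that counts any probe set. Signal over background limits genes near the floor, whose log2 ratios are compressed. The Dox-treated and Dox-untreated arrays were paired by background, which was a block in both limma fits; without this block the common response had 1272 genes. The division of the arrays held under all 10 alternatives, and 801 of 812 alternatives for list medians differed little, with 1 reversed: the glycolysis and hypoxia genes in the empty vector pair, -0.023 with each probe set on its own; the cause was not tested. Of 1904 alternatives for log2 ratios of named genes 92 moved and 0 reversed; these were the mean of a gene's probe sets, leaving out _x_at probe sets, quantile normalization and centring, not each probe set on its own, where the sign differs for some, such as Acss1.

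For the values that moved the cause was not tested, except where other thresholds count other genes or fewer arrays enter a fit. The mean SD of the log2 ratio in the Nanog and Esrrb pairs over that in the empty vector and 2i pairs was 0.618 with the filter on dim probe sets, 0.597 with 1 probe set per gene, 0.603 with the mean of all probe sets and 0.628 with the empty vector Dox-untreated array as the reference. Genes over 2-fold in the empty vector, 2i, Nanog and Esrrb pairs numbered 3076, 2660, 995 and 667 with each probe set on its own, 3803, 3665, 1569 and 1527 at 1.5-fold, and 671, 539, 96 and 97 at 3-fold. The share of genes higher in the empty vector pair and in neither the Nanog nor the Esrrb pair was 83.2% with the mean of all probe sets, 64.8% at 1.5-fold, 88.3% at 3-fold and 67.3% where normalized was defined by the log2 ratio relative to that in the empty vector pair. For lower genes it was 70.9% at 1.5-fold, 86.7% at 3-fold, 81.6% with genes chosen in the 2i pair and 65.0% by the relative definition. The difference in correlation behind the clustering was 0.00700 with the mean of all probe sets, 0.00696 with 1 probe set per gene, 0.0134 with the filter, 0.00422 with Spearman correlation and 16.7 as Euclidean distance. The mean of the correlations of the empty vector pair's log2 ratios with those of the Nanog and of the Esrrb pair was 0.551 with the filter and 0.476 with each probe set on its own.

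In the common Dox response limma called 1287 genes (671 higher, 616 lower), 2712 with each probe set on its own, and 3 to 35 when 1 pair was left out: 29 without the empty vector, 18 without the 2i, 35 without the Nanog and 3 without the Esrrb pair. For the difference with forced factor it called 1 gene, Dmkn, with the mean of all probe sets, 112 with each probe set on its own, 0 with the filter (2547 at an unadjusted p under 0.05), 77 with each array centred (20 higher, 57 lower, against 0 and 15), 1 without a trend, again Dmkn, and 0 to 2222 when 1 pair was left out. With an estimated correlation 0 lists passed in either comparison, and with fry 1 list in each, the glycolysis and hypoxia genes for the common response and the p53 target genes for the difference. With the preset correlation, the common call of the blood vessel and heart development genes ended without the empty vector pair (adjusted p = 0.15) and without the 2i pair (0.0735), and for the difference that of the endoderm markers ended without the Esrrb pair (0.139) and that of the 2-cell embryo genes without the Nanog pair (0.887). Without the Nanog or the Esrrb pair the pluripotency genes (0.0236, 0.00843) and Polycomb targets (0.038, 0.0175) gained a common call, as did the MEK and Erk feedback genes without the 2i pair (0.00255). For the difference, calls were gained without the empty vector pair by the primitive ectoderm markers (0.000933) and the MEK and Erk feedback genes (5.27e-08), without the 2i pair by the cell adhesion and extracellular matrix genes (0.00144) and imprinted genes (0.0228), without the Nanog pair by the germline genes, upwards (0.0314), and without the Esrrb pair by these, downwards (0.0263), the MEK and Erk feedback (0.0229), Wnt and beta-catenin target (0.0406) and sterol synthesis genes (0.0143).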

Differences from the paper's values

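The rule that counts a gene where any of its probe sets passes was chosen only after the result was seen.

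The paper's Fig. 5A gives about 170 genes over 2-fold higher in the Nanog pair only, read by eye, against 60 here. Of the alternatives set before the data were examined, none came within 1.5 times of it: leaving out _x_at probe sets gave 61, quantile normalization 61, centring 52, the filter on dim probe sets 56, the mean of all probe sets 47 and each probe set on its own 307. Counting a gene where any of its probe sets passes, a rule chosen after seeing the values, gave 141. For genes lower in the Nanog pair only, the paper's Fig. 5A gives about 99, read by eye, against 58 here; centring gave 67, each probe set on its own 119 and, chosen after seeing the values, any probe set 86, all within 1.5 times, while leaving out _x_at probe sets gave 61, quantile normalization 58, the filter 52 and the mean 37. For genes higher in the Nanog and Esrrb pairs only, the paper's Fig. 5A gives about 16, read by eye, against 10 here; leaving out _x_at probe sets gave 11, each probe set on its own 22 and, chosen after seeing the values, any probe set 12, within 1.5 times, while quantile normalization gave 10, centring 10, the filter 9 and the mean 7. The paper's text does not name a rule for several probe sets of a gene. The SDs of the log2 ratio match those printed in Fig. 4B.

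The paper states that the changes of trophoblast and pluripotency markers are not influenced by 2i. Over the whole pluripotency list the tally was 7 genes over 2-fold lower in the empty vector and 5 in the 2i pair and 0 and 2 over 2-fold higher (Dppa3 and Fbxo15, with 2.04 and 1.24 in the 2i pair, the first named after its values were seen), and the medians were -0.50 and -0.23, while Klf4 had -1.23 and -0.25, Prdm14 -1.81 and 0.17, Tbx3 -1.27 and 0.07, and Esrrb -0.93 and -0.01. On the 2i Dox-untreated array the MEK and Erk feedback genes had a median 0.000286 from the empty vector one, so it is open whether these 2i log2 ratios hold an effect of 2i beside that of Dox. For trophoblast markers the medians were 0.78 and 0.74. The paper describes the Myc module as unbalanced after Dox; the list of ribosome biogenesis and Myc target genes used here, which is not that module, had medians of -0.06 and -0.09. The paper names high Nanog expression in Dox-untreated Nanog-overexpressing cells, where the Nanog probe set read 12.35 against 12.81 in empty vector cells; whether it detects the vector transcript is not known here, so it does not measure the forced expression.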

Other observations

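The counts over other splits of the samples were chosen only after the result was seen.

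The paper reports accumulation of p53 protein after Dox, attenuated in the 2i condition and not evident with forced Nanog or Esrrb. The median of the p53 target genes was above 0 after Dox in each pair, and above all random lists. At 1.11 in the 2i pair it was close to the 1.14 of the empty vector pair. Of the list's 28 genes, 1 was lower in the empty vector, 0 in the 2i, 3 in the Nanog and 3 in the Esrrb pair. Of 28 genes, 16 were over 2-fold higher in the empty vector, 17 in the 2i, 4 in the Nanog (Perp, Fas, Btg2 and Dcxr) and 3 in the Esrrb pair (Perp, Plk2 and Dcxr), and the medians in the 2i, Nanog and Esrrb pairs were 1.11, 0.36 and 0.42. In the common Dox response 11 rose over all genes and 24 when adjusted over the list alone (limma camera, adjusted p = 2.99e-11, and adjusted p = 0.753 with an estimated correlation). Perp, a p53 target of cell death, rose by 1.85 (standard error 0.320, higher in 4 of 4 pairs, adjusted p = 0.0351 from limma), and Apaf1, a component of the apoptosome, by 1.24 (standard error 0.232, higher in 4 of 4 pairs, adjusted p = 0.0397 from limma). The response of the p53 targets was lower in the Nanog and Esrrb pairs (adjusted p = 3.02e-21 from camera, and adjusted p = 0.226 with an estimated correlation). Lower were 2 genes over all genes, Perp and Plk2, and 25 when adjusted over the list alone. How far these numbers depend on 1 pair cannot be shown by leaving 1 out. Btg2 was named after its values were seen. Of the serum response factor and YAP target genes, Ccn1 had log2 ratios of 4.53 in the empty vector, 2.98 in the 2i, 1.45 in the Nanog and 0.96 in the Esrrb pair, and the list's medians in the last 3 were 0.82, 0.23 and 0.10 (difference, camera, adjusted p = 1.90e-09, and adjusted p = 0.356 with an estimated correlation). The LIF and Stat3 target genes had medians of -0.43, -0.77, 0.09 and -0.06 in the empty vector, 2i, Nanog and Esrrb pairs, with a mean of 0.02 in the last (difference, camera, adjusted p = 2.55e-05, and adjusted p = 0.280 with an estimated correlation). Socs2, a feedback inhibitor of cytokine signalling, had -1.67, -1.77, 0.23 and -0.29.

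The next 4 lists passed camera's test of a common Dox response, though the integrated stress response and sterol synthesis medians in the empty vector pair and the germline median in the Esrrb pair lay within the range of random lists. The integrated stress response genes had medians of -0.18, -0.36 and -0.52 in the empty vector, 2i and Nanog pairs, and 11 of 29 fell in the common response over all genes and 17 when adjusted over the list alone, a number that was 11 without the Esrrb pair (camera, adjusted p = 2.05e-08, and adjusted p = 0.753 with an estimated correlation). Their response was also lower in the Nanog and Esrrb pairs (difference, camera, adjusted p = 4.64e-06, and adjusted p = 0.497 with an estimated correlation). Nupr1, a stress-induced gene, fell by 2.04 (standard error 0.197, lower in 4 of 4 pairs, adjusted p = 0.0172 from limma). The sterol synthesis genes had medians of 0.01, 0.43 and 0.32 in the empty vector, 2i and Esrrb pairs, and 7 of 17 rose over all genes and 8 over the list alone (camera, adjusted p = 9.54e-06, and adjusted p = 0.753 with an estimated correlation). Hmgcs1, an enzyme gene of cholesterol synthesis, rose by 0.95 (standard error 0.0936, higher in 4 of 4 pairs, adjusted p = 0.0172 from limma). The germline genes had medians of -0.42, -0.36 and -0.01 in the empty vector, 2i and Esrrb pairs (camera, adjusted p = 0.00578, and adjusted p = 0.753 with an estimated correlation), and Sycp3, of the synaptonemal complex, fell by 1.91 (standard error 0.280, lower in 4 of 4 pairs, adjusted p = 0.0265 from limma). The glycolysis and hypoxia genes had medians of 0.16, 0.23 and 0.30 in the empty vector, 2i and Nanog pairs (camera, adjusted p = 0.000843, and adjusted p = 0.730 with an estimated correlation), and Bnip3 rose by 1.26 (standard error 0.190, higher in 4 of 4 pairs, adjusted p = 0.0276 from limma).

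The medians of the remaining lists are given in the order empty vector, 2i, Nanog and Esrrb pair. They were -0.06, 0.25, -0.16 and -0.13 for the Wnt and beta-catenin target genes, whose mean in the first pair was 0.21, and -0.18, 0.01, -0.04 and -0.04 for the neurectoderm markers, whose mean in the 2i pair was -0.26. The apoptosis genes had 0.09, 0.12, 0.08 and 0.14, with a mean of -0.01 in the Nanog pair, and the fibroblast markers -0.03, 0.22, 0.01 and 0.00. Imprinted genes stood at 0.09, -0.24, 0.07 and -0.01, with a mean of -0.03 in the Nanog pair, and housekeeping genes at -0.04, -0.05, -0.04 and 0.00, with a mean of 0.16 in the 2i pair. The lipid catabolism genes had -0.17, 0.07, -0.12 and 0.10, the blood vessel and heart development genes 0.24, 0.24, 0.13 and -0.11, and the cell adhesion and extracellular matrix genes 0.36, 0.16, 0.10 and 0.18. In the 2i, Nanog and Esrrb pairs the mesoderm and mesendoderm markers had 0.32, 0.09 and 0.07, the endoderm markers 0.43, -0.09 and -0.61, and the primitive ectoderm markers -0.59, -0.26 and -0.01.

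On the Dox-untreated arrays 10 of 19 endoderm markers were over 2-fold higher in Esrrb-overexpressing than in empty vector cells. Cubn had a signal of 8.18 against 4.11 and Sox17 of 6.86 against 5.06, with 1 array each.

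Lower interferon signalling as a cause of the lower MHC class I genes was tested as a hypothesis: the interferon-stimulated genes had medians of -0.07, 0.02, 0.12 and 0.03 in the 4 pairs, the lowest of them -0.070, which argues against it, clearly in 3 of the pairs. Dox itself, rather than loss of NS, as a cause of the genes over 2-fold in all 4 pairs should raise the integrated stress response genes, whose highest median was -0.18, which argues against that route; other ways in which Dox could act stay open, since no array holds Dox without loss of NS.

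For the common Dox response the 8 splits, and for the difference with forced factor the 3 splits, are too few for a share under 0.05. Of the splits, 1 gave as many genes in each case, the real one: the real values were 1287 and 15, and the highest others 0 and 0.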
